# PDGFA-associated protein 1 protects mature B lymphocytes from stress-induced cell death and promotes antibody gene diversification

**DOI:** 10.1084/jem.20200137

**Published:** 2020-07-01

**Authors:** Verónica Delgado-Benito, Maria Berruezo-Llacuna, Robert Altwasser, Wiebke Winkler, Devakumar Sundaravinayagam, Sandhya Balasubramanian, Marieta Caganova, Robin Graf, Ali Rahjouei, Marie-Thérèse Henke, Madlen Driesner, Lisa Keller, Alessandro Prigione, Martin Janz, Altuna Akalin, Michela Di Virgilio

## Abstract

The establishment of protective humoral immunity is dependent on the ability of mature B cells to undergo antibody gene diversification while adjusting to the physiological stressors induced by activation with the antigen. Mature B cells diversify their antibody genes by class switch recombination (CSR) and somatic hypermutation (SHM), which are both dependent on efficient induction of activation-induced cytidine deaminase (AID). Here, we identified PDGFA-associated protein 1 (Pdap1) as an essential regulator of cellular homeostasis in mature B cells. Pdap1 deficiency leads to sustained expression of the integrated stress response (ISR) effector activating transcription factor 4 (Atf4) and induction of the ISR transcriptional program, increased cell death, and defective AID expression. As a consequence, loss of Pdap1 reduces germinal center B cell formation and impairs CSR and SHM. Thus, Pdap1 protects mature B cells against chronic ISR activation and ensures efficient antibody diversification by promoting their survival and optimal function.

## Introduction

The diversity of our Ig gene repertoire is the result of antibody diversification reactions occurring at different stages of B lymphocyte development (Dudley et al., 2005; Methot and Di Noia, 2017). Developing B cells in the bone marrow randomly assemble different gene segments (known as variable, V; diversity, D; and joining, J, genes) at the *Ig* heavy (*Igh*) and light (*Igl*) chain loci via V(D)J recombination (Roth, 2014; Dudley et al., 2005). This process generates unique antibody gene receptors with the potential to collectively recognize a formidable number of antigens. Mature B cells further diversify their *Ig* genes in the periphery via somatic hypermutation (SHM) and class switch recombination (CSR; Pavri and Nussenzweig, 2011; Methot and Di Noia, 2017). SHM introduces point mutations into the variable V(D)J region of the *Ig* genes to generate higher-affinity variants. CSR recombines the *Igh* constant (C) regions to replace the C portion of the IgM heavy chain with one of the alternative isotypes (IgG, IgA, and IgE), thus diversifying the Ig effector function. SHM and CSR are crucial to mount protective humoral responses, as evidenced by primary human immunodeficiency syndromes that are caused by defects in these reactions (Durandy et al., 2013).

SHM and CSR are both dependent on the B cell–specific enzyme activation-induced cytidine deaminase (AID; Revy et al., 2000; Muramatsu et al., 2000). AID deaminates cytosine residues to uracil in single-stranded DNA stretches at the variable regions of both *Igh* and *Igl* loci during SHM, and within special recombining elements (switch [S] regions) of the *Igh* during CSR (Bransteitter et al., 2003; Chaudhuri et al., 2003; Petersen-Mahrt et al., 2002; Pham et al., 2003; Sohail et al., 2003; Ramiro et al., 2003; Dickerson et al., 2003; Matthews et al., 2014; Methot and Di Noia, 2017). The resulting U:G mismatches are differentially processed to generate either mutations in the variable regions or DNA breaks in the S regions (Peled et al., 2008; Methot and Di Noia, 2017; Matthews et al., 2014). AID expression is induced when resting mature (naïve) B cells are activated by the antigen and T cell interactions (Zhou et al., 2003; Sayegh et al., 2003; Gonda et al., 2003; Cunningham et al., 2004; Dedeoglu et al., 2004; Muramatsu et al., 1999). Antigen stimulation reprograms naïve B cells to exit the quiescent state, expand their cellular biomass, and undergo a proliferative burst within transient and anatomically distinct structures in secondary lymphoid organs called germinal centers (GCs; Cyster and Allen, 2019; Victora and Nussenzweig, 2012). AID expression peaks in GC B cells (Cattoretti et al., 2006; Crouch et al., 2007; Roco et al., 2019). The GC reaction represents the end stage of B cell development, as GC B cells differentiate into memory B cells or long-lived plasma cells that secrete high-affinity antibodies.

The integrated stress response (ISR) is a homeostatic program activated by a variety of physiological and pathological stresses to promote cellular recovery (Ron and Walter, 2007; Pakos-Zebrucka et al., 2016). These stresses include both cell-intrinsic and -extrinsic stimuli, such as ER stress, mitochondrial dysfunction, hypoxia, and amino acid deprivation (Quirós et al., 2017; Harding et al., 1999, 2003; Dever et al., 1992; Rzymski et al., 2010; Ye et al., 2010). All forms of stress converge into the phosphorylation of the α subunit of the eukaryotic translation initiation factor 2 (eIF2α) on serine 51 (Donnelly et al., 2013). This event causes a reduction in global protein synthesis while allowing the preferential translation of few selected genes including the ISR effector activating transcription factor 4 (Atf4; Hinnebusch, 2000; Harding et al., 2000; Scheuner et al., 2001; Lu et al., 2004). Atf4 induces the transcriptional up-regulation of stress-responsive genes and rewires cell metabolism toward the recovery of cellular homeostasis (Harding et al., 2003). The inhibition of general protein translation in the early stage of the ISR is followed by a later phase of translational recovery, which restores protein synthesis once the stress is resolved to support cell survival (Brostrom and Brostrom, 1998; Novoa et al., 2003; Kojima et al., 2003; Marciniak et al., 2004; Brostrom et al., 1989; Ma and Hendershot, 2003).

Although the ISR is an adaptive program meant to restore cellular homeostasis and promote cell survival, under conditions of severe or prolonged stress, it induces cell death by activating proapoptotic pathways (Zou et al., 2008; Puthalakath et al., 2007; Teske et al., 2013; Wang et al., 2009; Ohoka et al., 2005; Gupta et al., 2012; Hiramatsu et al., 2014; Marciniak et al., 2004). Furthermore, the sustained protein synthesis during chronic stress causes proteotoxicity and leads to cell death (Han et al., 2013; Krokowski et al., 2013). Here, we identified Pdap1 as an essential regulator of mature B cell physiology that functions by countering chronic activation of the ISR. Pdap1 ablation in mature B cells causes sustained expression of Atf4, long-term induction of the ISR transcriptional program, and cell death. Furthermore, Pdap1 is essential for efficient induction of AID expression and physiological levels of CSR and SHM.

## Results

### Pdap1 is required for efficient CSR

To identify novel modulators of mature B cell physiology, we performed loss-of-CSR screens via somatic gene targeting by CRISPR-Cas9 in the B cell lymphoma line CH12. CH12 cells share several properties of resting B cells and have been used to study key aspects of late B cell differentiation, including B cell activation, antibody diversification by CSR, and immunoglobulin secretion (Arnold et al., 1983; Stockdale et al., 1987; Wiest et al., 1990; Corley et al., 1985; Bishop and Haughton, 1986; Nakamura et al., 1996; Ovnic and Corley, 1987; Fagone et al., 2007; Gass et al., 2002; Dufort et al., 2014; LoCascio et al., 1984a, 1984b). Upon cytokine stimulation, CH12 cells express AID and undergo CSR to IgA with high efficiency (Nakamura et al., 1996). CRISPR-Cas9–mediated deletion of factors required for CSR reduces the efficiency of isotype switching in this cell line (Delgado-Benito et al., 2018). Among all tested candidates, targeting of Pdap1 resulted in a considerable reduction of CSR (Fig. 1, A and B). To confirm the results of the loss-of-CSR screen, we generated Pdap1-deficient CH12 clonal derivative cell lines, which included both indel knockout (*Pdap1^−/−^*) and in-frame deletion mutant (*Pdap1^mut^*) clones (Fig. 1, C and D). In agreement with the CSR defect observed in bulk CH12 cultures, CSR was impaired in Pdap1-deficient clonal derivatives (Fig. 1 E). We concluded that Pdap1 supports efficient CSR in CH12 cells.

**Figure 1.**
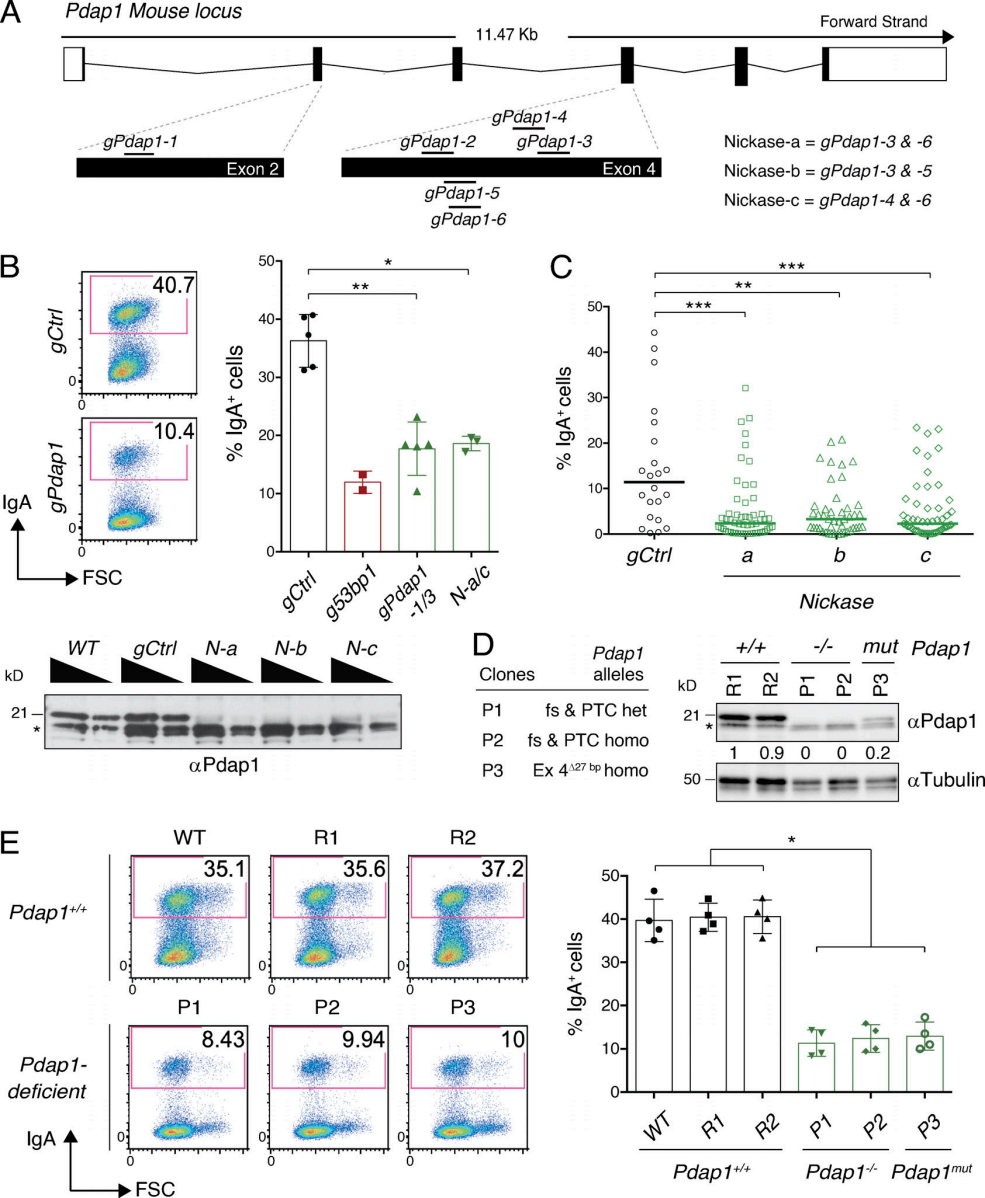
**Loss of Pdap1 in CH12 cells impairs CSR.** **(A)** Scheme of murine *Pdap1* genomic locus and location of gRNAs used for gene targeting (scheme adapted from Ensembl Pdap1-201 ENSMUST00000031627.8). **(B)** Top left: Representative flow cytometry plots measuring CSR to IgA in activated Cas9/*gPdap1*-nucleofected CH12 cells. Numbers in the plots refer to the percentage of switched cells (= IgA^+^ cells). Top right: Summary graph for three independent experiments using *gPdap1-1/3* (individually or in pooled format) or *Nickases-a/c* (individually). Controls for gRNA-nucleofected CH12 were cells electroporated with either empty vector or gRNAs against random sequences not present in the mouse genome (*gCtrl*). A previously described gRNA against the CSR factor 53BP1 (Delgado-Benito et al., 2018) was used as a positive control for loss-of-CSR function. Bottom: WB analysis of whole-cell extracts from CH12 cultures nucleofected with *Nickase-a* to *-c*. Triangles indicate twofold dilution. Asterisk denotes aspecific bands used for internal normalization of protein levels. *N*, *Nickase.* **(C)** Graph summarizing CSR efficiency of activated CH12 clonal cell lines derived by nucleofection of CH12 cultures with *Nickase-a/c* and single-cell sorting. Each symbol in the graphs indicates a single-cell clonal derivative. **(D)** Left: Genomic scars of the targeted alleles in the selected Pdap1-deficient CH12 clonal derivatives. fs, frameshift; PTC, premature termination codon; Δ, bp deletion; het, heterozygous configuration (different indels causing fs and PTC at the two *Pdap1* alleles); homo, homozygous configuration. Right: Representative WB analysis of WT and Pdap1-deficient CH12 cell lines. R1 and R2 are WT clonal derivatives generated by targeting CH12 with random sequences not present in the mouse genome. *mut*, mutated. Asterisk denotes aspecific bands. Numbers underneath the blot indicate relative quantification of Pdap1 signal. **(E)** Left: Representative flow cytometry plots measuring CSR to IgA in activated CH12 cell lines of the indicated genotypes. WT controls included both the parental CH12 cell line (WT) and the random clonal derivatives R1 and R2. Right: Summary graph for four independent experiments. Significance in B, C, and E was calculated with the Mann–Whitney *U* test, and error bars represent SD. *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001.

Pdap1 is a 28-kD phosphoprotein highly conserved in vertebrates. It was originally identified as a casein kinase II substrate and a weak interactor of platelet-derived growth factor A (PDGF-A; Shen et al., 1996; Fischer and Schubert, 1996). More recently, Pdap1 was described as an RNA-binding protein in several RNA–protein interactome studies (Castello et al., 2012, 2016; Trendel et al., 2019; Baltz et al., 2012; Iadevaia et al., 2020). However, the precise cellular functions of Pdap1 and its involvement in adaptive immunity are unknown.

To verify Pdap1 involvement in CSR in vivo and elucidate the underlying mechanism, we generated a mouse model bearing a conditional *Pdap1^F^* allele and bred it to *Cd19^Cre/+^* mice to specifically ablate Pdap1 expression at the early stages of B cell differentiation (Rickert et al., 1997; Fig. S1, A and B). B cell development was largely unaffected in *Pdap1^F/F^Cd19^Cre/+^* mice (Fig. S1, C and D). Although incomplete *Cd19^Cre^*-mediated recombination of *Pdap1^F^* in B cell progenitors could still mask a potential phenotype, these results suggest that Pdap1 is dispensable for V(D)J recombination and early B cell differentiation. However, we observed a pronounced reduction in the number of splenic resting mature B cells (Fig. S1 E). To confirm the intrinsic CSR defect caused by Pdap1 deficiency, we isolated resting splenocytes from *Pdap1^F/F^Cd19^Cre/+^* mice and monitored their capability to undergo CSR upon in vitro stimulation. We assessed CSR under conditions that induce switching to IgG1, IgG3, IgG2b, and IgA and found that Pdap1-deficient B cells displayed reduced levels of CSR for all tested isotypes (Fig. 2, A–D). Western blot (WB) analysis confirmed the near-complete abrogation of Pdap1 expression in these cells (Fig. 2 E). Altogether, these data indicate that Pdap1 is required for efficient CSR in primary B cells irrespective of the stimulation condition.

**Figure S1.**
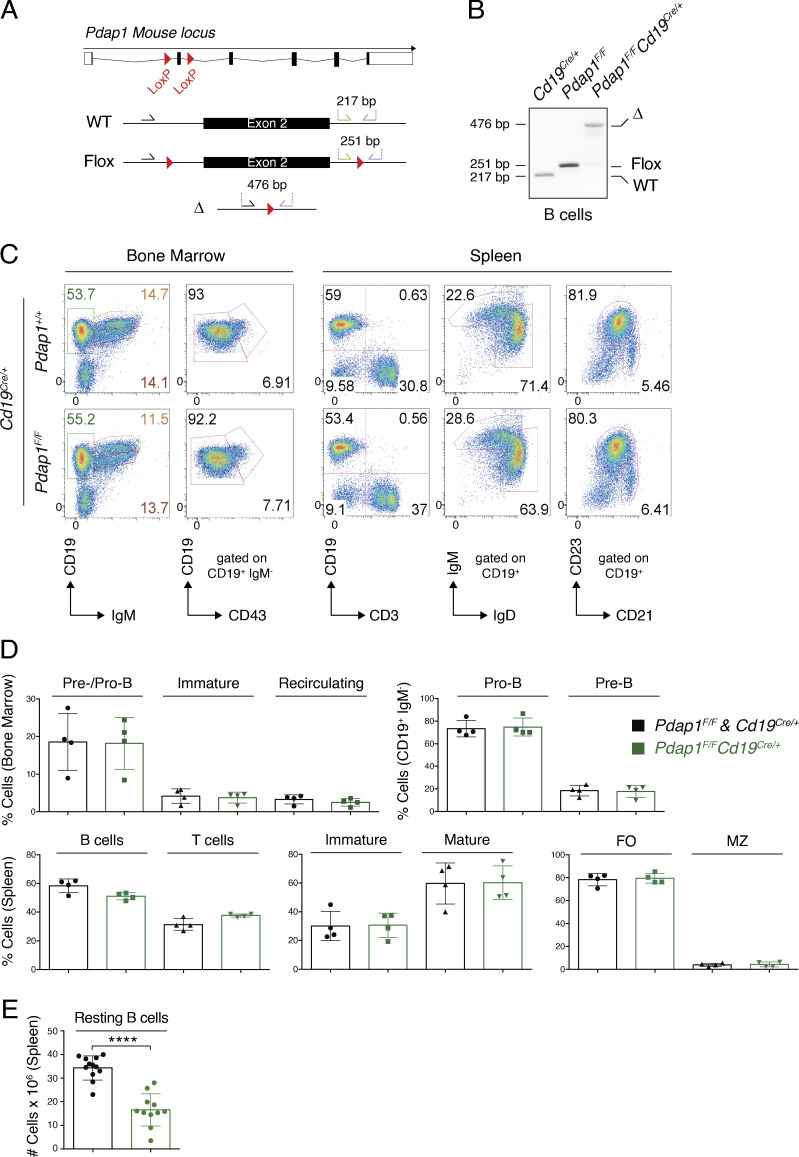
**Pdap1 is largely dispensable for B cell development.** **(A)** Schematic representation of *Pdap1* locus and genotyping strategy. WT, WT *Pdap1* allele; Flox, conditional *Pdap1* allele; Δ, null *Pdap1* allele. **(B)** Electrophoretic analysis of *Pdap1* allele status in resting splenic B cells isolated from mice of the indicated genotype. **(C)** Representative flow cytometry analysis of lymphoid tissues from control and *Pdap1^F/F^Cd19^Cre/+^* mice. **(D)** Summary graphs for four mice per genotype. **(E)** Number of resting B cells isolated from spleens of the indicated genotype. Each dot represents a different mouse. Significance in D and E was calculated with the Mann–Whitney *U* test, and error bars represent SD. No difference among groups was significant for graphs in D. ****, P ≤ 0.0001.

**Figure 2.**
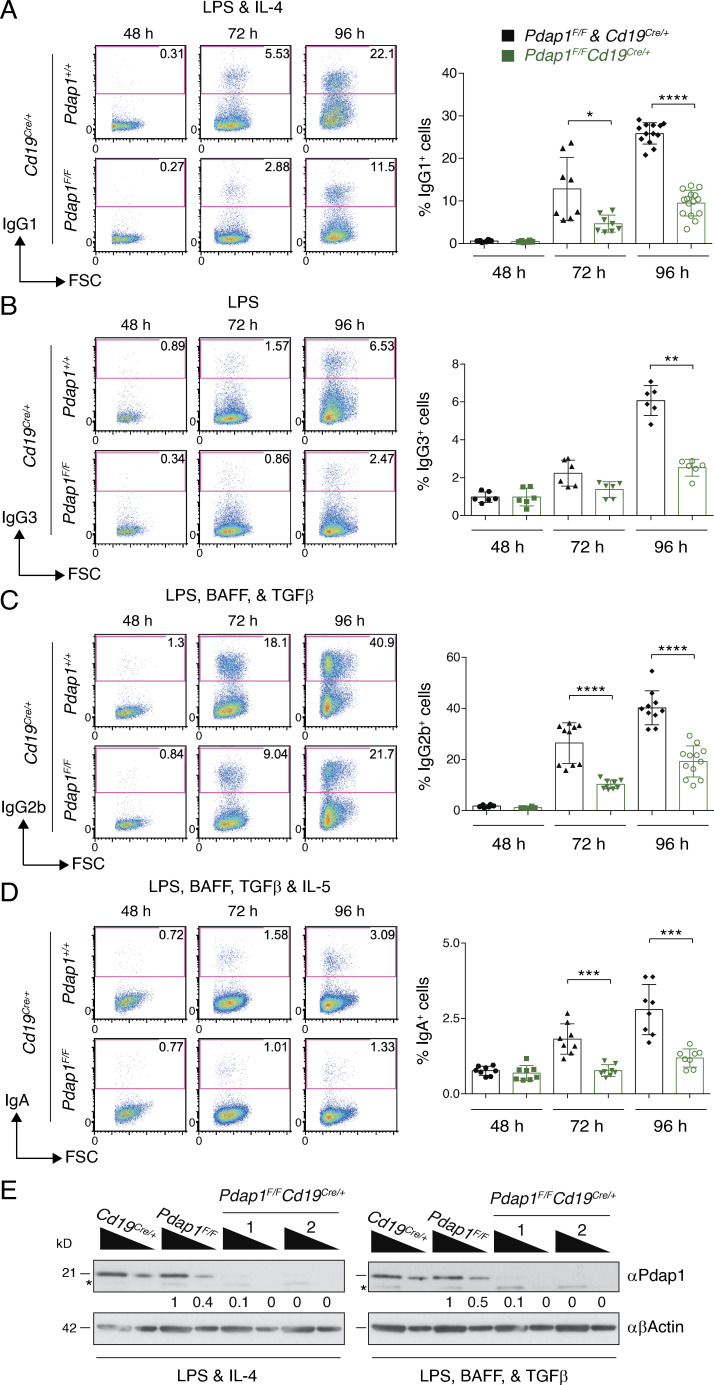
**Pdap1 promotes CSR in primary B cells.** **(A–D)** Left: Representative flow cytometry plots measuring CSR to IgG1 (A), IgG3 (B), IgG2b (C), and IgA (D) in splenocytes activated with LPS and IL-4 (A), LPS (B), LPS, BAFF, and TGFβ (C), or LPS, BAFF, TGFβ, and IL-5 (D). Numbers in the plots refer to the percentage of switched cells (= IgG1^+^/IgG3^+^/IgG2b^+^/IgGA^+^ cells). Right: Summary graph for at least six mice per time point per genotype. **(E)** WB analysis of whole-cell extracts from B cells of the indicated genotypes 96 h after stimulation with LPS and IL-4 (left) or LPS, BAFF, and TGFβ (right). 1 and 2 indicate two different *Pdap1^F/F^Cd19^Cre/+^* mice. Triangles indicate threefold dilution. Asterisk denotes aspecific bands. Numbers underneath the blots indicate relative quantification of Pdap1 signal. Significance in A–D was calculated with the Mann–Whitney *U* test, and error bars represent SD. *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001. See also Figs. S1 and S2.

### Pdap1 supports physiological levels of AID expression

CSR is dependent on cell proliferation (Hasbold et al., 1998, 1999; Hodgkin et al., 1996; Deenick et al., 1999). To determine if the reduced CSR efficiency of Pdap1-deficient B cells is caused by an underlying defect in cell proliferation, we monitored the proliferation capabilities of splenocyte cultures by cell tracking dye dilution. The CellTrace Violet dilution profiles of *Pdap1^F/F^Cd19^Cre/+^* B cells were indistinguishable from the control counterparts under all stimulation conditions (Fig. S2, A–D). Furthermore, class switching was reduced in Pdap1-deficient B cells independently of the number of cell divisions (Fig. S2 E). We concluded that Pdap1 is dispensable for B cell proliferation, and that the CSR defect of *Pdap1^F/F^Cd19^Cre/+^* B cells is not due to reduced proliferation capabilities.

**Figure S2.**
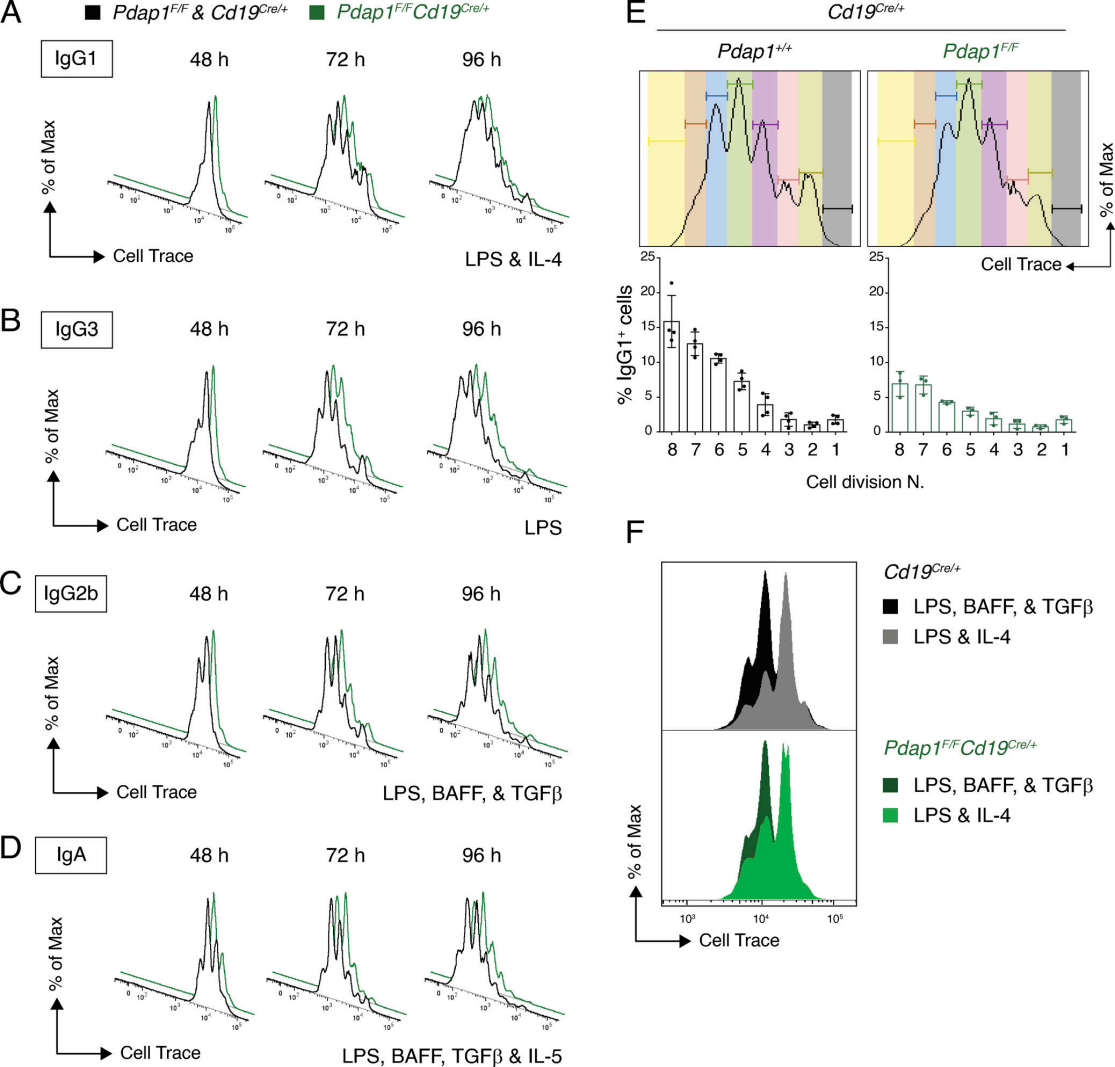
**Pdap1 is dispensable for B cell proliferation.** **(A–D)** Proliferation analysis by CellTrace Violet dilution of primary cultures of *Cd19^Cre/+^* and *Pdap1^F/F^Cd19^Cre/+^* B lymphocytes stimulated with LPS-IL-4 (A), LPS only (B), LPS-BAFF-TGFβ (C), or LPS-BAFF-TGFβ-IL-5 (D). Data are representative of at least two mice per genotype. **(E)** Graph showing percentage of IgG1^+^ cells per cell division in primary cultures of *Cd19^Cre/+^* and *Pdap1^F/F^Cd19^Cre/+^* splenocytes stimulated with LPS and IL-4 for 72 h. Graph summarizes at least three mice per genotype, and error bars represent SD. Representative cell division plots as measured by CellTrace Violet dilution are shown on top. **(F)** Representative overlay of CellTrace Violet proliferation tracks of LPS-IL-4 and LPS-BAFF-TGFβ cultures 48 h after activation.

The efficiency of CSR is directly linked to the levels of AID expression (Dorsett et al., 2008; Takizawa et al., 2008; Teng et al., 2008). Furthermore, AID targeting is dependent on noncoding transcription across the S regions (germline transcription; GLT), which exposes single-stranded DNA stretches that are the substrate of AID-mediated deamination (Chaudhuri et al., 2003; Dickerson et al., 2003; Ramiro et al., 2003). Therefore, we monitored *Aicda* mRNA and GLT levels in activated B cells by quantitative RT-PCR (qPCR) analysis. We found that *Aicda* transcript levels were consistently reduced in *Pdap1^F/F^Cd19^Cre/+^* B cells compared with controls across all stimulation conditions (Fig. 3 A). Transcription of donor Sμ region was not affected by Pdap1 deletion (Fig. 3 B), whereas acceptor S region transcription exhibited a varied phenotype, with reduced levels of GLTγ1 and GLTα, and minimally affected or unaltered expression for GLTγ3 and GLTγ2b, respectively (Fig. 3 C). Analogously, analysis of *Aicda* and germline transcripts in Pdap1-deficient CH12 cell lines showed reduced *Aicda* mRNA levels but unaffected Sμ and Sα region transcription (Fig. S3, A–C). In agreement with the reduction of *Aicda* mRNA, Pdap1-deficient B cells expressed lower levels of AID protein upon activation compared with control cells (Fig. 3 D).

**Figure 3.**
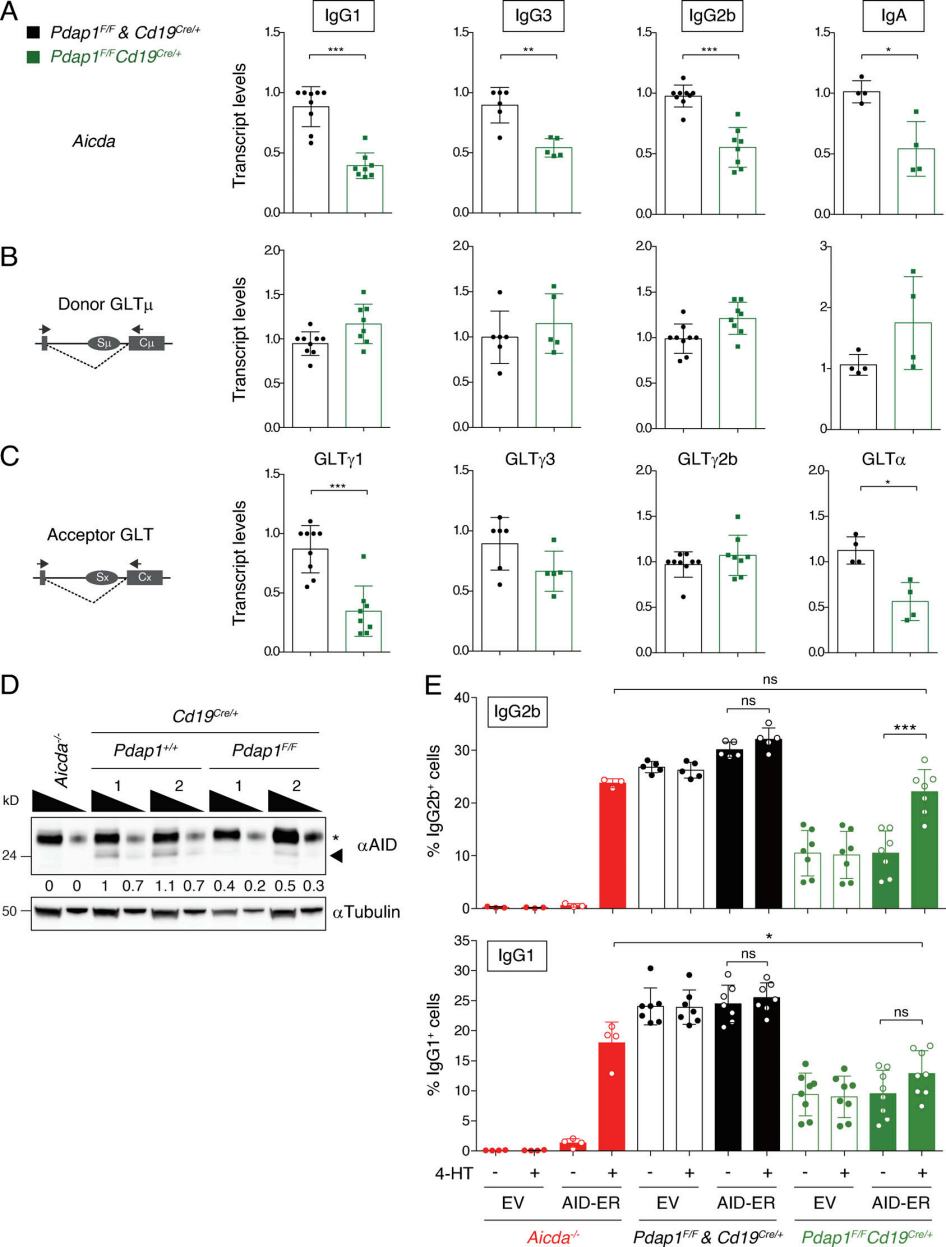
**Pdap1 supports physiological levels of AID expression.** **(A–C)** qPCR analysis for *Aicda* mRNA (A), Igμ (B), and Igγ1/Igγ3/Igγ2b/Igα (C) GLT levels in B cells activated to undergo CSR to the corresponding isotypes. The schematic representations on the left in B and C indicate the location of primers used to analyze the germline transcripts. Graphs summarize four to eight mice per genotype per stimulation condition. One control mouse (*Cd19^Cre/+^* or *Pdap1^F/F^*) within each experiment was assigned an arbitrary value of 1. **(D)** Representative WB analysis of splenocytes of the indicated genotypes 48 h after stimulation with LPS and IL-4. 1 and 2 indicate two different mice per genotype. Triangles indicate threefold dilution. Arrowhead and asterisk denote AID and aspecific band, respectively. Numbers underneath the blot indicate relative quantification of AID signal. **(E)** Summary graphs showing CSR to IgG2b (top) and IgG1 (bottom) following transduction of splenocytes of the indicated genotypes with either empty vector (EV) or an AID-ER–expressing retroviral construct. Graphs summarize three to eight mice per genotype analyzed in three (IgG2b) or four (IgG1) independent experiments. Different colors are used to group samples based on genotype (red for *Aicda^−/−^*, black for controls, and green for *Pdap1^F/F^Cd19^Cre/+^*). Empty and filled column bars indicate samples infected with EV and AID-ER constructs, respectively. Significance in A, C, and E was calculated with the Mann–Whitney *U* test. Error bars represent SD. ns, not significant; *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001. See also Fig. S3.

**Figure S3.**
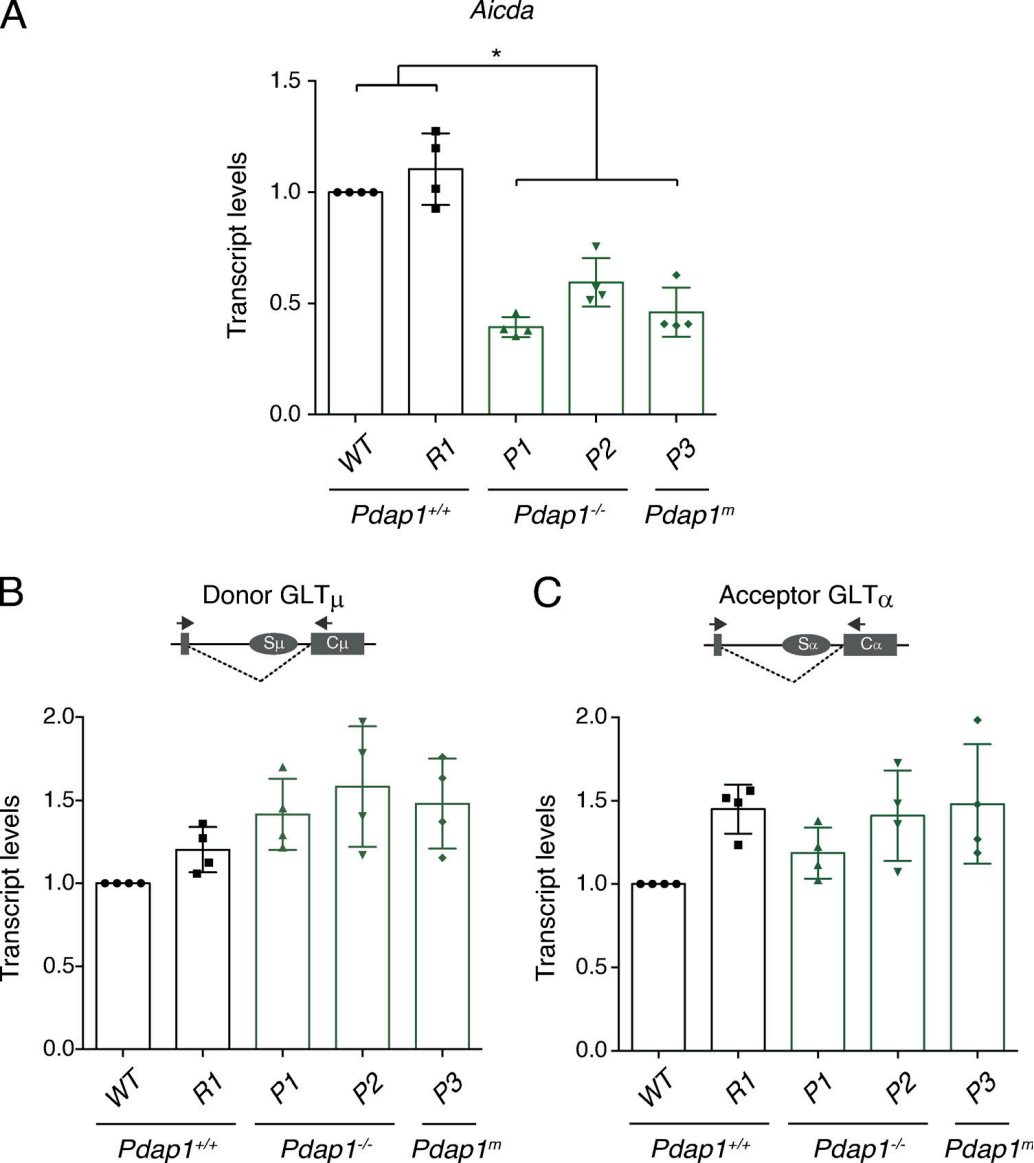
***Aicda* mRNA levels are reduced in Pdap1-deficient CH12 cell lines.** **(A)** qPCR analysis for *Aicda* mRNA in activated CH12 cell lines of the indicated genotypes. Graph summarizes four independent experiments. Parental WT CH12 cells within each experiment were assigned an arbitrary value of 1. **(B and C)** qPCR analysis for Igμ (B) and Igα (C) GLT levels in activated CH12 cell lines of the indicated genotypes. The schematic representations on top of each graph indicate the location of primers used to analyze postspliced germline transcripts. Graphs summarize four independent experiments. Parental WT CH12 cells within each experiment were assigned an arbitrary value of 1. Significance in A was calculated with the Mann–Whitney *U* test. Error bars represent SD. *, P ≤ 0.05.

AID-mediated deamination in the donor Sμ and recombining acceptor S region leads to the formation of DNA double-strand breaks (DSBs), which are ultimately repaired by end joining to ensure productive CSR events (Matthews et al., 2014; Boboila et al., 2012). The reduced AID expression and isotype-specific GLT phenotypes of Pdap1-deficient B cells converge into a pre-DSB defect, since DSB formation at S regions relies on both AID levels and efficient targeting. These results, however, did not exclude the possibility that Pdap1 might play an additional role during CSR downstream break formation, for example in repair of S region DSBs. To test this possibility, we overexpressed AID in Pdap1-deficient B cells and monitored the levels of CSR (Fig. 3 E). To this end, we transduced control and *Pdap1^F/F^Cd19^Cre/+^* splenocytes with a construct expressing AID fused to the hormone-binding domain of the modified estrogen receptor (AID-ER). Provision of 4-hydroxytamoxifen (4-HT) induces the translocation of the cytoplasm-accumulated AID-ER fusion protein into the nucleus and initiates CSR. We found that 4-HT addition rescued the CSR defect of *Pdap1^F/F^Cd19^Cre/+^* cells to levels equivalent to AID-ER–reconstituted *Aicda^−/−^* splenocytes in cultures stimulated to undergo class switching to IgG2b (Fig. 3 E), which exhibited unaffected GLTγ2b (Fig. 3 C). In contrast, the rescue of CSR was not significant in cells activated to switch to IgG1, with severely reduced GLTγ1 in the absence of Pdap1 (Fig. 3, C and E), and therefore impaired in AID targeting even under conditions of increased AID levels. Altogether, these data indicate that the CSR defect of Pdap1-deficient B cells is caused by impaired formation of AID-induced DSBs, which is caused primarily by reduced AID expression, with the additional contribution of impaired GLT in an isotype-specific manner.

Pdap1 has been recently identified in RNA-protein capture experiments as an RNA binding protein (Castello et al., 2012, 2016; Trendel et al., 2019; Baltz et al., 2012; Iadevaia et al., 2020). Therefore, we considered the possibility that Pdap1 might contribute to the posttranscriptional regulation of AID expression. Because Pdap1 is localized primarily in the cytoplasm (Fig. S4), we first tested whether Pdap1 controls the degradation of *Aicda* mRNA. To do so, we treated *Cd19^Cre/+^* and *Pdap1^F/F^Cd19^Cre/+^* splenocyte cultures with Actinomycin D to inhibit the de novo transcription of AID and measured *Aicda* mRNA decay by qPCR. We found that depletion of Pdap1 did not affect the kinetics of *Aicda* mRNA degradation (Fig. 4, A and B). This result also indirectly shows that Pdap1 deficiency does not alter decapping or deadenylation of *Aicda* transcripts since a defect in any of these processes would result in accelerated decay. We concluded that Pdap1 is dispensable for *Aicda* transcript stability. Next, we monitored *Aicda* transcript splicing. Several splice variants for AID have been identified, with the full-length transcript being the only splice isoform encoding a functional AID protein (van Maldegem et al., 2009, 2010; Sala et al., 2015). To assess whether Pdap1 modulates *Aicda* splicing, we performed RNA next-generation sequencing (RNA-seq) of activated B cells induced to undergo CSR to either IgG1 or IgG2b and analyzed the pattern of *Aicda* exon usage. 

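RNA was sequenced from splenic B cells of 3 control and 3 Pdap1-deficient mice. In the latter, a Cre recombinase deletes exon 2 of *Pdap1*, which is flanked by LoxP sites, in B cells. Splenocytes of each mouse were cultured for 48 h with LPS at 5 µg/ml, either with IL-4 at 5 ng/ml (LPS-IL-4, which induces switching to IgG1) or with BAFF at 10 ng/ml and TGFβ at 2 ng/ml (LPS-BAFF-TGFβ, which induces switching to IgG2b), giving 12 libraries in 4 groups of 3. The cultures of a mouse carry the same mouse number in both stimulations. The authors depleted ribosomal RNA, prepared stranded total RNA libraries, mapped the reads to the GRCm38 assembly with STAR and counted them on Ensembl genes with HTSeq. They deposited these counts without normalization for 55536 genes, and a second table in which the count is divided by 1 size factor per library. The tests used the counts without normalization.

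The LPS-IL-4 libraries held between 11146140 and 12067410 counts in control mice (median 11508225) and between 9386667 and 15869143 in Pdap1-deficient mice (median 12636591). The LPS-BAFF-TGFβ libraries of Pdap1-deficient mice held between 4579793 and 8303482 counts (median 6869330). Of the LPS-BAFF-TGFβ control libraries, those of mice 2 and 3 held 8035069 and 8092103 counts, and that of mouse 1 held 69500640. The feature with the most counts in this deeper library was the ribosomal RNA-like *CT010467.1*, with 3.38%.

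Genes were kept by edgeR's filterByExpr within each stimulation, which left 15074 genes for LPS-IL-4 and 14079 for LPS-BAFF-TGFβ. Libraries were scaled with the TMM method, and expression is given as CPM, the analogue of the RPM of Fig. 5 A with totals scaled in this way. Genotypes were compared by edgeR's quasi-likelihood test at an adjusted p-value (FDR, Benjamini-Hochberg) under 0.05. The paper used the Wald test of DESeq2, which was run beside it. The biological coefficient of variation between mice, from edgeR's common dispersion over all genes, was 17.9% with LPS-IL-4 and 23.3% with LPS-BAFF-TGFβ. With 3 mice against 3, an exact two-sided permutation test of 1 gene cannot give a p-value under 0.1, so adjusted p-values come from the model fitted across genes.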

We found no difference in the profile of *Aicda* exon usage between *Cd19^Cre/+^* and *Pdap1^F/F^Cd19^Cre/+^* B cells (Fig. 4 C). Furthermore, primary *Aicda* transcript levels in *Pdap1^F/F^Cd19^Cre/+^* splenocytes were reduced compared with *Cd19^Cre/+^* cells to an extent similar to that observed for the full-length spliced product (Figs. 4 D and 3 A). We concluded that ablation of Pdap1 does not affect *Aicda* mRNA splicing. Altogether, these findings indicate that Pdap1 supports physiological levels of AID expression, and that the CSR defect of Pdap1-deficient B cells is caused, at least in part, by impaired induction of AID expression following activation rather than a defect in *Aicda* posttranscriptional regulation.

**Figure S4.**
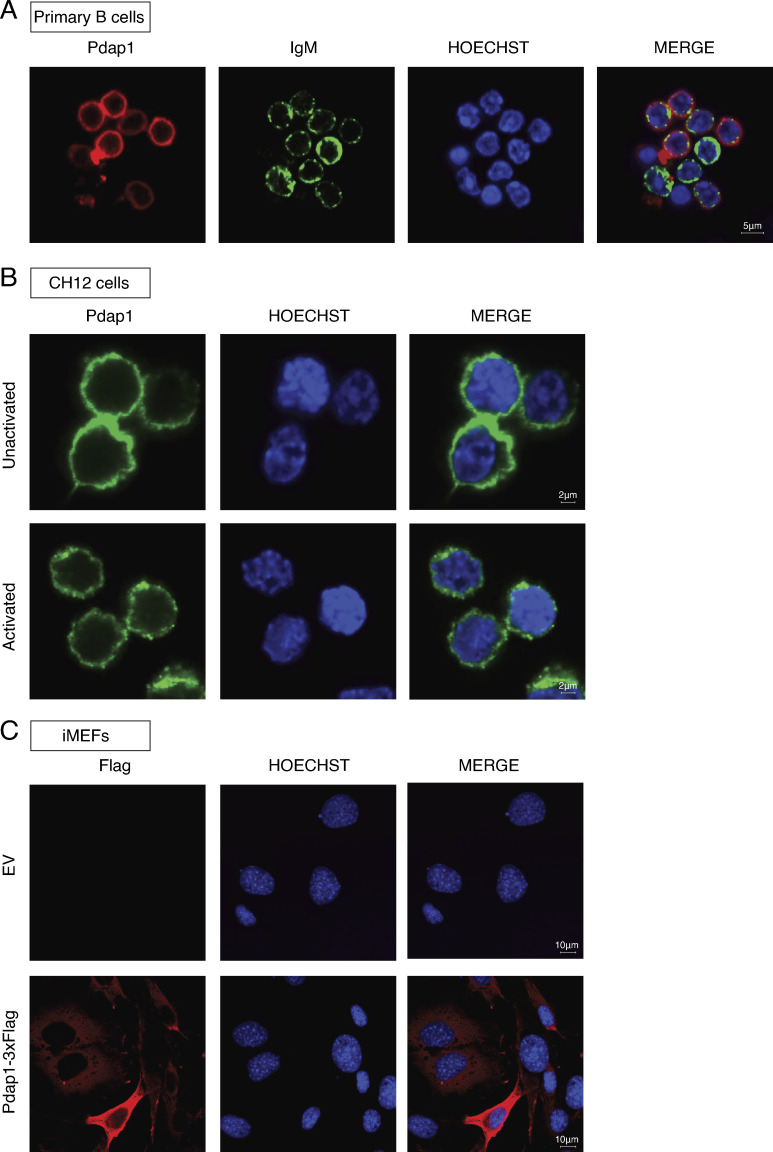
**Pdap1 is localized primarily in the cytoplasm.** **(A–C)** Immunofluorescence staining of Pdap1 in WT primary B cells (resting splenocytes; A), CH12 (unactivated and 48 h after activation; B), and iMEFs (C). Staining is against endogenous Pdap1 in A and B and Pdap1-3xFlag in C. EV, empty vector. Scale bars in A–C indicate 5, 2, and 10 µm, respectively.

**Figure 4.**
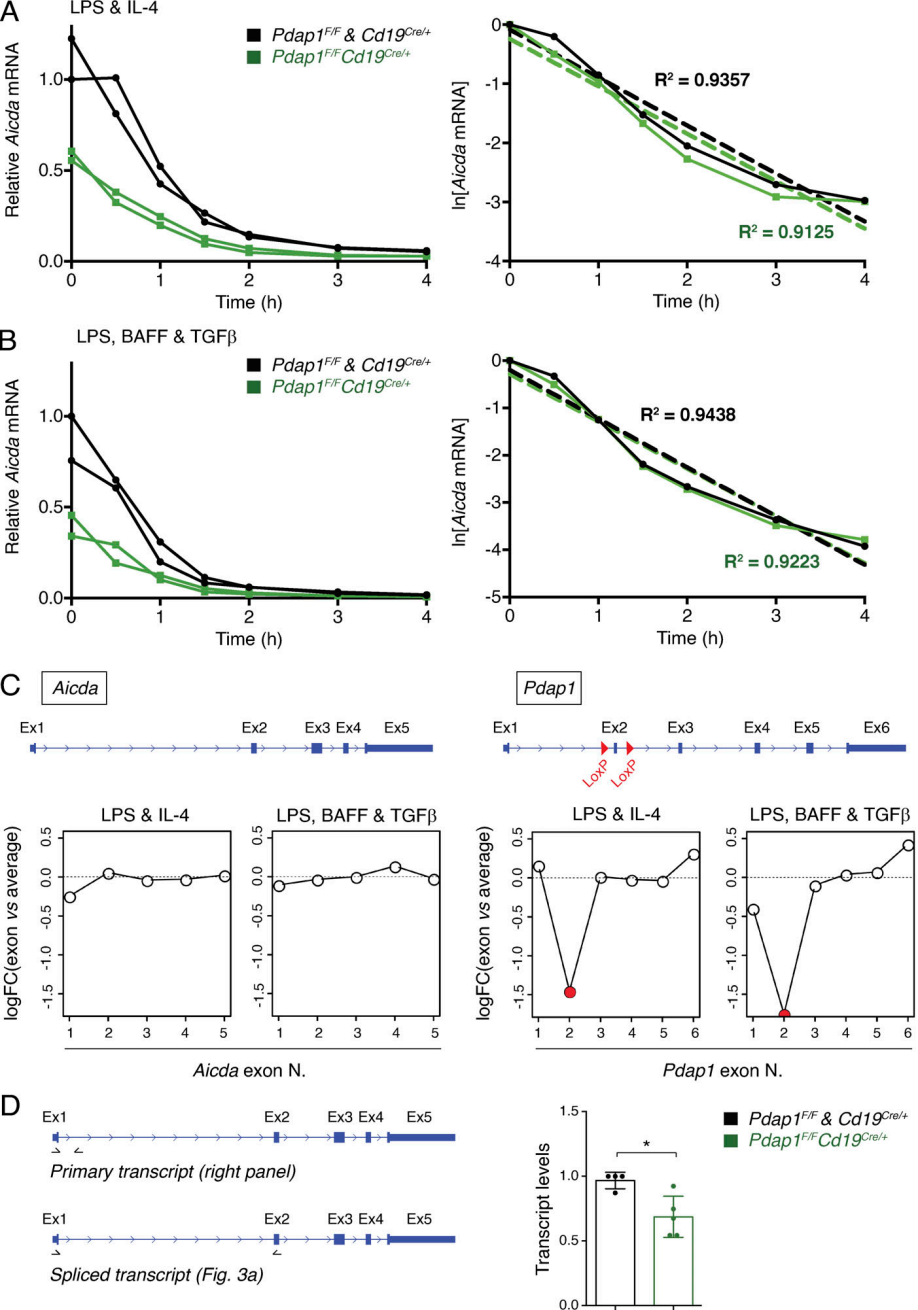
**Pdap1 is dispensable for *Aicda* mRNA stability and splicing.** **(A and B)** Left: qPCR analysis for *Aicda* mRNA from B cells of the indicated genotypes stimulated with LPS and IL-4 (A) or LPS, BAFF, and TGFβ (B) for 48 h to induce CSR to IgG1 or IgG2b, respectively, and treated with Actinomycin D for the indicated time. Graph summarizes the mean of two independent qPCR measurements per mouse for two mice per genotype. Right: Linear regression analysis of the same data, shown as ln[RNA] versus time of Actinomycin D treatment. **(C)** Analysis of exon usage for *Aicda* (left) and *Pdap1* (right) genes. *Pdap1* splicing data are provided as a positive control for the spicing analysis. A schematic representation of each gene is provided above. **(D)** Left: Schematic representation of *Aicda* gene with location of primers used to analyze *Aicda* primary and spliced transcripts. Right: qPCR analysis of *Aicda* primary transcripts in B cells 48 h after activation with LPS. Graphs summarize at least four mice per genotype. Results of qPCR analysis of *Aicda* spliced transcripts are shown in Fig. 3 A. One *Cd19^Cre/+^* mouse within each experiment was assigned an arbitrary value of 1. Significance in D was calculated with the Mann–Whitney *U* test, and error bars represent SD. *, P ≤ 0.05.

### Pdap1 deficiency in B cells induces the Atf4 stress response transcriptional program

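*Pdap1* (ENSMUSG00000029623, chromosome 5 from 145128769 to 145140238, minus strand, GRCm38) is the gene that lacks exon 2 in B cells of the Pdap1-deficient mice. Counts per gene can include reads of its other exons, so the values that remain do not measure a share of undeleted cells. With LPS-IL-4 its CPM values were 94.6, 93.1 and 98.7 in control mice 1, 2 and 3 and 23.9, 26.9 and 30.4 in Pdap1-deficient mice 1, 2 and 3. The log2 fold change was -1.82 (standard error 0.11, adjusted p = 3.52e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.92 and -1.75 with each mouse left out in turn. With LPS-BAFF-TGFβ the CPM values were 195, 79.6 and 99.5 in the control mice and 26.2, 26.0 and 22.8 in the Pdap1-deficient mice. The log2 fold change of -2.33 (standard error 0.36) did not pass the threshold in edgeR's quasi-likelihood test (adjusted p = 0.0929), although every Pdap1-deficient culture was below every control culture. The deeper library of control mouse 1 carried the highest value, and without it the log2 fold change was -1.85. DESeq2's Wald test gave an adjusted p of 1.77e-14 for the same libraries, and the adjusted p ranged from 1.77e-14 to 0.459 over the alternatives.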

To define the mechanism responsible for the defective induction of AID expression in Pdap1-deficient cells, we compared the transcriptome profiles of *Cd19^Cre/+^* and *Pdap1^F/F^Cd19^Cre/+^* splenocytes stimulated with either LPS and IL-4 or LPS, B cell–activating factor (BAFF), and TGFβ (Table S1). The use of two stimulation conditions allowed us to zoom in common differentially regulated pathways and added a temporal dimension to the experiment, since LPS-BAFF-TGFβ–stimulated splenocytes proliferate faster than LPS-IL-4–activated ones (Fig. S2 F). To identify differentially expressed genes, we set the significance level of false discovery rate (FDR) to <0.05 (Fig. 5 A). 

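With LPS-IL-4, 741 of 15074 genes differed between the genotypes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 3582 had an unadjusted p under 0.05. With LPS-BAFF-TGFβ, 65 of 14079 genes differed, and 1486 had an unadjusted p under 0.05. In the 741 and in the 65 genes alike, every mouse of one genotype was above every mouse of the other. This separation was seen in 4704 (31.2%) and 2654 (18.9%) of all genes tested, where chance gives 10%. The count changed with the mice included. Across the 6 fits that each left out one mouse, it ranged with LPS-IL-4 from 69 genes without control mouse 2 to 1759 without Pdap1-deficient mouse 1, and with LPS-BAFF-TGFβ from 19 genes without control mouse 3 to 116 without control mouse 1. Without control mouse 1 fewer genes differed with LPS-IL-4 (91) than with LPS-BAFF-TGFβ (116). By DESeq2's Wald test, with all genes that had at least 1 count, 1229 genes differed with LPS-IL-4 and 174 with LPS-BAFF-TGFβ, of which 691 and 65 were also called by edgeR. The test of the difference between the stimulations, a genotype by stimulation term fitted over all 12 libraries and 15794 genes, called 0 genes in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 it gave 755 genes, and the smallest adjusted p was 0.217. For this term DESeq2's Wald test called 6 genes, *Vegfa*, *Prdm1*, *Chac1* and *Ighg1* among them, and edgeR without a filter on low counts called 1, *Prdm1*.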

The number of differentially regulated genes was higher in LPS-IL-4–stimulated cultures than in LPS-BAFF-TGFβ–activated cells (1,227 versus 173). Furthermore, the number of genes up-regulated in *Pdap1^F/F^Cd19^Cre/+^* was considerably higher than the down-regulated ones in LPS-BAFF-TGFβ–stimulated cultures (124 up- versus 49 down-regulated) but was evenly distributed between the two categories in the LPS-IL-4 stimulation condition (561 up- versus 666 down-regulated).

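By edgeR's quasi-likelihood test, 421 genes were up-regulated and 320 down-regulated in Pdap1-deficient LPS-IL-4 cultures, so that 56.8% of the changed genes were higher. In LPS-BAFF-TGFβ cultures 64 genes were up-regulated and 1, *Ifi208*, was down-regulated. The down-regulated side moved most with the test. DESeq2's Wald test called 562 up-regulated and 667 down-regulated genes with LPS-IL-4 (45.7% higher), and 129 up-regulated and 45 down-regulated genes with LPS-BAFF-TGFβ (74.1% higher). Without control mouse 1 of the LPS-BAFF-TGFβ cultures, whose library was the deepest, 105 genes were up-regulated and 11 down-regulated. In both tests the up-regulated share was larger with LPS-BAFF-TGFβ than with LPS-IL-4.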

**Figure 5.**
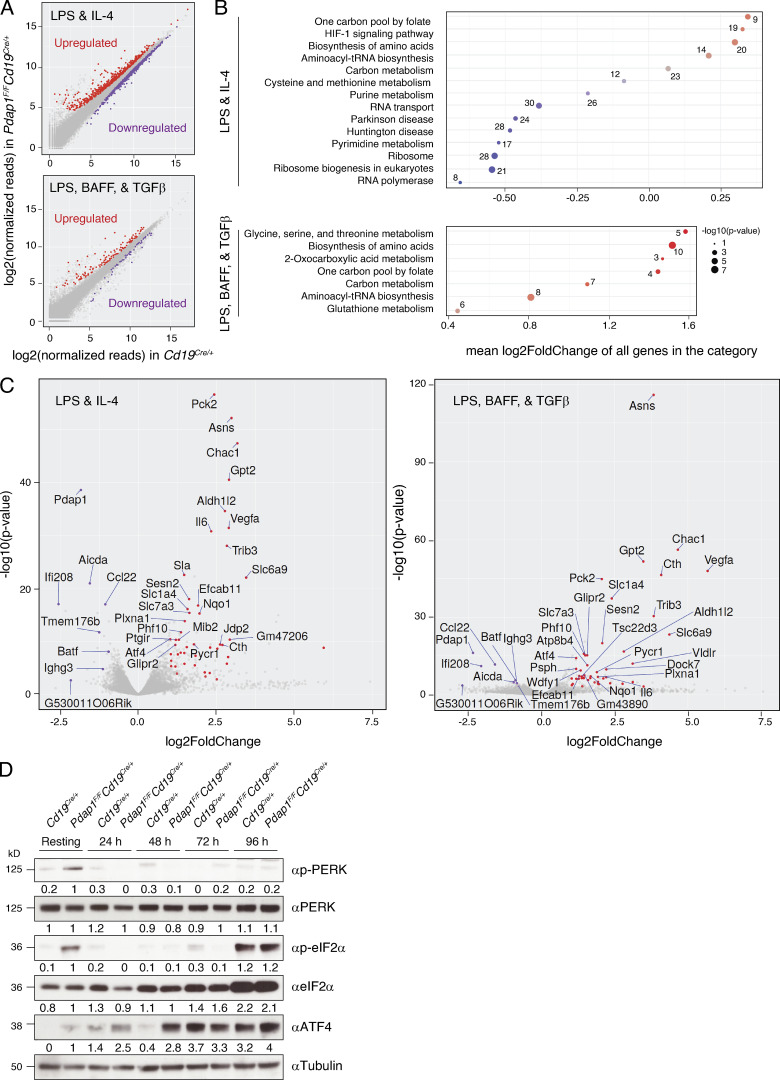
**Pdap1-deficient B cells activate the Atf4 stress response transcriptional program.** **(A)** Scatterplots of gene expression in *Pdap1^F/F^Cd19^Cre/+^* versus control (*Cd19^Cre/+^*) mature B cells stimulated with LPS and IL-4 (top) or LPS, BAFF, and TGFβ (bottom). Genes with an adjusted P value (FDR) < 0.05 that are up- or down-regulated in *Pdap1^F/F^Cd19^Cre/+^* cells are highlighted in red or purple, respectively. Data summarizes results from three mice per genotype per stimulation condition and is presented as log2(RPM) (reads per gene per million mapped sequence reads) values. **(B)** Pathway enrichment analysis (KEGG pathways) of the differentially regulated genes (FDR < 0.05) from A. The number of differentially regulated genes in each category is indicated. **(C)** Volcano plots displaying differentially expressed genes between control and Pdap1-deficient splenocytes activated with LPS and IL-4 (right) or LPS, BAFF, and TGFβ (left). The red and purple dots represent transcripts up- and down-regulated in *Pdap1^F/F^Cd19^Cre/+^* cells, respectively, with FDR < 0.05 and expression fold change > 2 (up-regulated) or 1.7 (down-regulated) in both stimulation conditions. The names of the down-regulated and the 30 most significantly up-regulated genes within each stimulation condition are indicated in each graph. The fold change threshold for down-regulated genes was set to 1.7 to include genes yielding a biologically relevant effect even with less pronounced variations in expression levels (e.g., *Aicda*, haploinsufficient gene). **(D)** Representative WB analysis of splenocytes of the indicated genotypes before (resting B cells) and after 24–96-h activation with LPS and IL-4. Data are representative of two mice per genotype, and quantification values of WB signals are indicated underneath the corresponding blots. See also Fig. S5 and Table S1.

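At the thresholds of Fig. 5 C, 35 genes were up-regulated more than 2-fold and 1 gene was down-regulated more than 1.7-fold in both stimulations by edgeR's quasi-likelihood test. The down-regulated gene was *Ifi208* (ENSMUSG00000066677, chromosome 1 from 173673675 to 173698395). It fell from 16.9 ± 3.93 to 2.88 ± 0.969 CPM with LPS-IL-4 (SD, n = 3 mice) and from 16.2 ± 2.48 to 3.95 ± 0.531 with LPS-BAFF-TGFβ. Under DESeq2's Wald test the same thresholds gave 47 up-regulated and 8 down-regulated genes. Across the 13793 genes tested in both stimulations, the log2 fold changes correlated with r = 0.62, a correlation across genes, which are not independent replicates. Both comparisons use the same 6 mice, so differences between mice are shared. The other ways of splitting the mice into 3 and 3 gave an r between 0.12 and 0.61 with a median of 0.35. The split at 0.61, close to the real one, was that by *Xist* counts, which differ with the sex of the mice. The next highest r was 0.47. In all, 57 genes passed the threshold in both stimulations with the same sign and 0 with opposite signs, against at most 7 genes in another split.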

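Hand-written gene lists modelled on the categories of Fig. 5 B were tested with camera (limma) on the LPS-IL-4 libraries, with a preset correlation of 0.01 between the genes of a list and Benjamini-Hochberg adjustment over 23 lists. All 80 ribosomal protein genes had lower fitted values in Pdap1-deficient cultures, with a mean log2 fold change of -0.35 (adjusted p = 2.16e-15 from limma's camera), and 9 of them passed the threshold as single genes, or 26 when adjusted over the list alone. Of the 67 ribosome biogenesis genes 66 were lower, with a mean of -0.33, and 11 passed singly (29 adjusted over the list alone). In the RNA transport list 90 of 113 genes were lower, with a mean of -0.18. Past the threshold were 3 lower genes and 1 higher gene (23 and 3 adjusted over the list alone). In the RNA polymerase list 27 of 31 genes were lower, with a mean of -0.27 and 8 past the threshold (13 adjusted over the list alone). The decrease was largest in Pdap1-deficient mouse 2, where the ribosomal protein list lay at -0.57 relative to the control mean, against -0.22 in mouse 1 and -0.28 in mouse 3. The control mice ranged from -0.10 to 0.13. Without mouse 2 the mean log2 fold change was -0.25 for the ribosomal protein, -0.21 for the ribosome biogenesis, -0.10 for the RNA transport and -0.20 for the RNA polymerase list, each still past the threshold.

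The adjusted p of camera rests on the preset correlation. With the correlation estimated from the 6 libraries none of the 23 lists passed, and by fry only the Atf4 target and Nrf2 target lists did. Ribosomal protein genes passed in 8 of the 10 splits of the mice into 3 and 3 under the preset correlation, although the mean log2 fold change was larger for the real split than for any other, where it reached at most 0.27 in size. Many ribosomal protein genes have processed pseudogenes, and reads shared with these could be counted elsewhere or dropped. With LPS-BAFF-TGFβ the ribosomal protein genes had a mean log2 fold change of -0.66, which became -0.16 without control mouse 1.

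**Figure D1:**
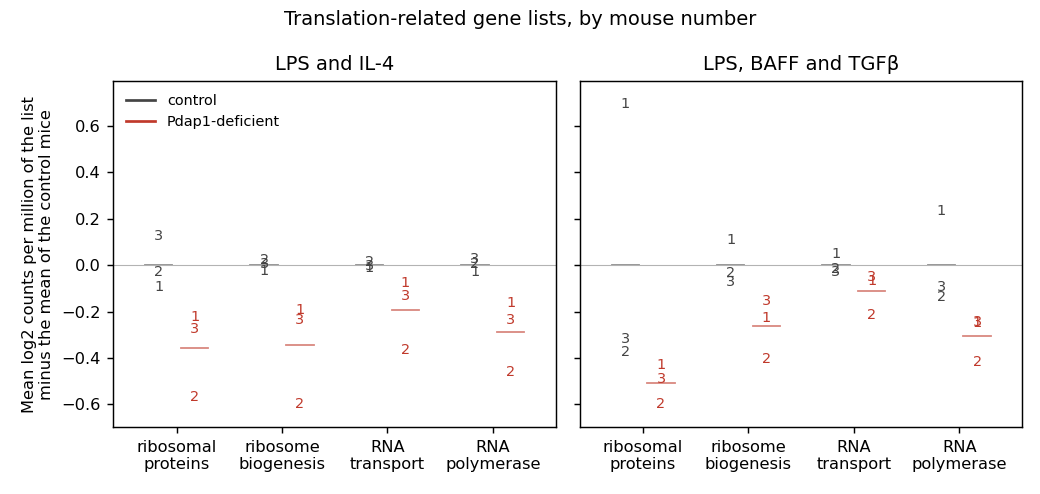
Mean log2 CPM of 4 gene lists in each culture, relative to the mean of the control mice of the same stimulation (y axis). Each digit is the number of a mouse, gray for control and red for Pdap1-deficient mice, and each line is the mean of a group. With LPS-IL-4, Pdap1-deficient mouse 2 is the lowest in each list. With LPS-BAFF-TGFβ, control mouse 1 stands above the other mice in the ribosomal protein list.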

Pathway enrichment analysis of the down-regulated genes in *Pdap1^F/F^Cd19^Cre/+^* B cells in the LPS-IL-4 dataset identified the protein translation–related categories “ribosome,” “ribosome biogenesis in eukaryotes,” and “RNA transport” as the most significant categories (Fig. 5 B). Furthermore, analysis of individual genes showed that the most significantly down-regulated ones under both stimulations were factors essential for CSR and/or genes highly expressed or induced in activated B cells (e.g., *Aicda*, *Batf*, *Ccl22*, *Ighg3*, and *Tmem176b*; Fig. 5 C and Table S1). In contrast, the top up-regulated categories in both datasets were related to metabolic pathways of amino acid and aminoacyl-tRNA biosynthesis (Fig. 5 B). 

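*Batf* (ENSMUSG00000034266, chromosome 12 from 85686669 to 85709087) was at 52.3% of the control mean with LPS-IL-4 (log2 fold change -0.94, adjusted p = 0.00875 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, not past the threshold in 2 of 16 alternatives) and at 54.5% with LPS-BAFF-TGFβ (log2 fold change -0.88, adjusted p = 0.0692 from edgeR). For *Ccl22* (ENSMUSG00000031779, chromosome 8 from 94745590 to 94751699), the log2 fold change was -1.04 with LPS-IL-4 (standard error 0.10, adjusted p = 0.000642 from edgeR) and -1.57 with LPS-BAFF-TGFβ (standard error 0.25, adjusted p = 0.0615 from edgeR). *Tmem176b* (ENSMUSG00000029810, chromosome 6 from 48833818 to 48841496) fell from 36.7 ± 4.47 to 15.6 ± 1.8 CPM with LPS-IL-4 (adjusted p = 0.00138 from edgeR) and from 21.2 ± 1.04 to 12.6 ± 1.86 with LPS-BAFF-TGFβ (adjusted p = 0.149 from edgeR). *Ighg3* (ENSMUSG00000076615, chromosome 12 from 113356224 to 113361232), a constant region gene whose reads could be shared with the other *Ighg* genes, had log2 fold changes of -1.11 and -0.83 and adjusted p-values of 0.0539 and 0.0747 from edgeR. Each of these 4 genes was lower in every Pdap1-deficient mouse than in every control mouse in both stimulations. DESeq2's Wald test called *Batf*, *Ccl22* and *Ighg3* in both stimulations, and *Tmem176b* with LPS-IL-4 only (adjusted p = 0.0608 with LPS-BAFF-TGFβ, where the alternatives ranged from 0.0251 to 0.468).

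**Figure D2:**
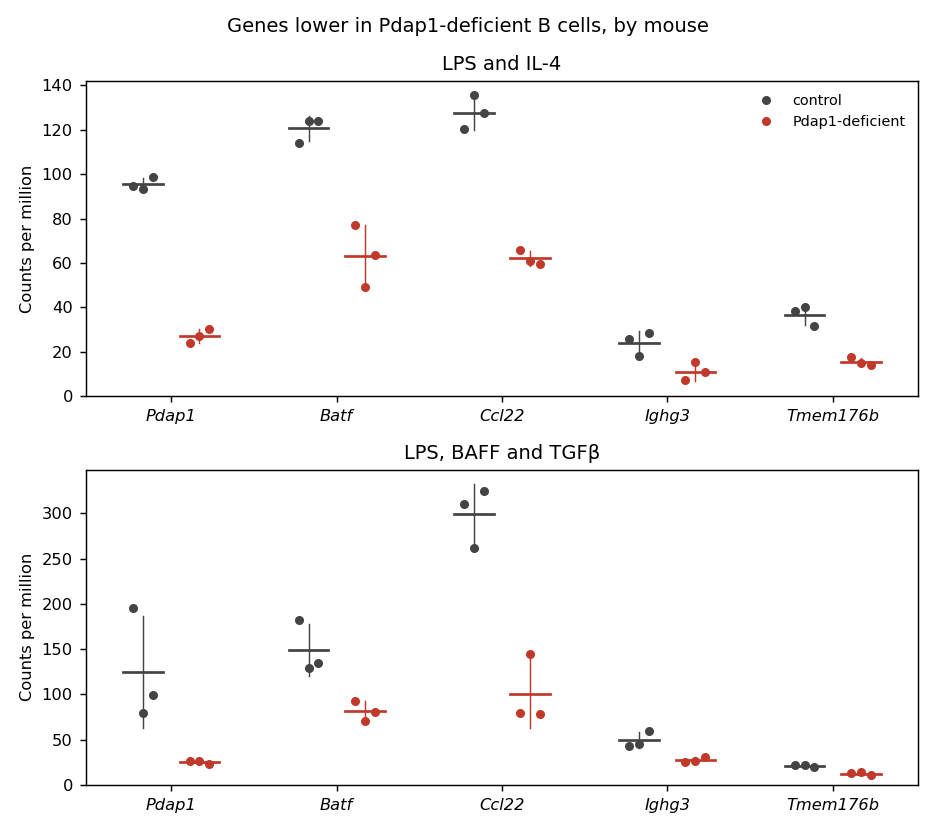
CPM of *Pdap1* and the 4 genes in each culture, with LPS-IL-4 above and LPS-BAFF-TGFβ below. Points are mice, horizontal lines group means and vertical lines 1 SD on either side (n = 3). The control and Pdap1-deficient mice do not overlap for any gene shown.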

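In LPS-BAFF-TGFβ cultures the 25 amino acid biosynthesis genes had a mean log2 fold change of 0.78 (adjusted p = 1.67e-06 from limma's camera) and the 20 cytosolic aminoacyl-tRNA synthetase genes one of 0.30 (adjusted p = 0.00102 from limma's camera). In the amino acid biosynthesis list 18 genes were higher, 9 of them past the threshold as single genes, and 7 were lower. Adjusted over the list alone, 10 were higher and 2 lower. Of the synthetase genes 13 were higher and 6 passed the threshold, or 9 higher and 1 lower when adjusted over the list alone. In LPS-IL-4 cultures the same lists had mean log2 fold changes of 0.52 and 0.16 and did not pass (adjusted p = 0.225 and 0.355 from limma's camera). Their genes moved apart, with 8 amino acid biosynthesis genes past the threshold upward and 1 downward, and 12 of 25 with lower fitted values (10 upward and 5 downward adjusted over the list alone). Among the synthetase genes 6 passed upward and 0 downward (9 and 3 adjusted over the list alone). With the Wald statistics of DESeq2 in place of the edgeR values, both lists passed with LPS-IL-4 as well (adjusted p = 7.49e-10 and 0.00375 from limma's cameraPR), and over the alternatives their adjusted p ranged from 7.49e-10 to 0.834 and from 0.00375 to 0.874. The 15 genes of the one carbon pool by folate had means of 0.25 with LPS-IL-4 and 0.40 with LPS-BAFF-TGFβ, and passed in the latter alone (adjusted p = 0.0249 from limma's camera). Without control mouse 3, Pdap1-deficient mouse 1 or Pdap1-deficient mouse 3 it no longer passed there (adjusted p = 0.0685, 0.0914 and 0.225 from limma's camera). With an estimated correlation none of these lists passed, and by fry the amino acid biosynthesis list passed with LPS-BAFF-TGFβ only.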

Among the most significantly up-regulated genes, we found key enzymes for the biosynthesis of asparagine (*Asns*), cysteine (*Cth*), and serine (*Psat1*, *Psph*), glutathione metabolism (*Chac1*), amino acid transporters (*Slc1a4*, *Slc6a9*), and several other metabolic and cytoprotective genes (Fig. 5 C, Fig. S5 A, and Table S1).

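*Asns* (ENSMUSG00000029752, chromosome 6 from 7675169 to 7693254), the asparagine synthetase gene, rose from 54.1 ± 3.13 to 434 ± 134 CPM with LPS-IL-4 (SD, n = 3 mice) and from 28.4 ± 2.27 to 404 ± 59 with LPS-BAFF-TGFβ. The log2 fold changes were 3.00 (standard error 0.23, adjusted p = 0.000683) and 3.84 (standard error 0.15, adjusted p = 8.64e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Chac1* (ENSMUSG00000027313, chromosome 2 from 119351229 to 119354381) had log2 fold changes of 3.19 (standard error 0.16) and 4.69 (standard error 0.22), with adjusted p-values of 1.1e-05 and 1.71e-05 from edgeR. Its genotype by stimulation term, a log2 difference of 1.46, had the smallest p of all genes but did not pass (adjusted p = 0.217 from edgeR), while DESeq2's Wald test called it for this term. *Cth* (ENSMUSG00000028179, chromosome 3 from 157894248 to 157925077) rose by 2.71 with LPS-IL-4 (adjusted p = 0.0279 from edgeR, not past the threshold in 5 of 16 alternatives), and by 4.09 with LPS-BAFF-TGFβ (adjusted p = 0.00011 from edgeR). The serine biosynthesis genes *Psat1* (ENSMUSG00000024640, chromosome 19 from 15904678 to 15947337) and *Psph* (ENSMUSG00000029446, chromosome 5 from 129765558 to 129787449) rose less, by 0.98 and 1.06 with LPS-IL-4 and by 1.19 and 1.20 with LPS-BAFF-TGFβ, with adjusted p-values between 0.00518 and 0.0113 from edgeR. Each of them was not past the threshold in 4 of 16 alternatives with LPS-IL-4 and in 3 of 16 with LPS-BAFF-TGFβ. The amino acid transporter genes *Slc1a4* (ENSMUSG00000020142, chromosome 11 from 20302180 to 20332713) and *Slc6a9* (ENSMUSG00000028542, chromosome 4 from 117834506 to 117875198) had log2 fold changes of 1.60 and 3.46 with LPS-IL-4 and of 2.41 and 4.37 with LPS-BAFF-TGFβ (adjusted p between 7.8e-05 and 0.000847 from edgeR). *Slc6a9* was low in control cultures, at 1.1 ± 0.365 and 0.444 ± 0.142 CPM. Each of these 7 genes was higher in all 3 Pdap1-deficient mice than in every control mouse in both stimulations, and kept its direction with each mouse left out in turn. With LPS-IL-4, Pdap1-deficient mouse 2 had the lowest value of its group for each of the 7.

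**Figure D3:**
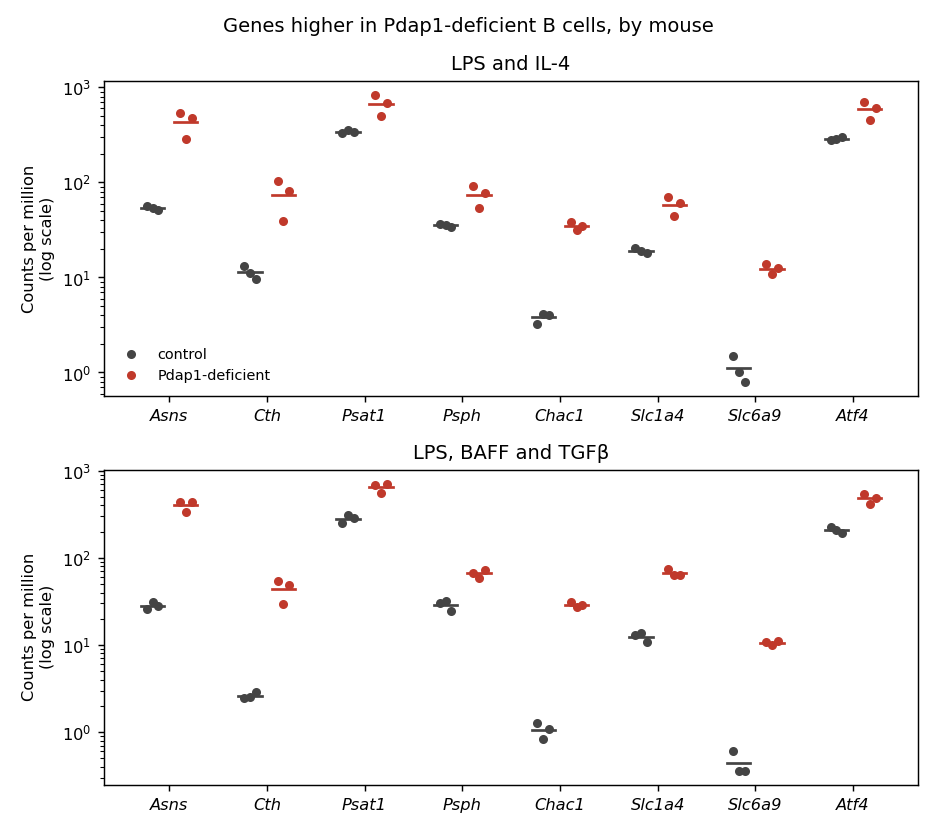
CPM (log scale) of the 7 genes and *Atf4* in each culture, with LPS-IL-4 above and LPS-BAFF-TGFβ below. Points are mice and horizontal lines are group means (n = 3). The Pdap1-deficient mice lie above the control mice for each gene, and Pdap1-deficient mouse 2, the middle point of its group, is the lowest of its group for each gene shown with LPS-IL-4.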

**Figure S5.**
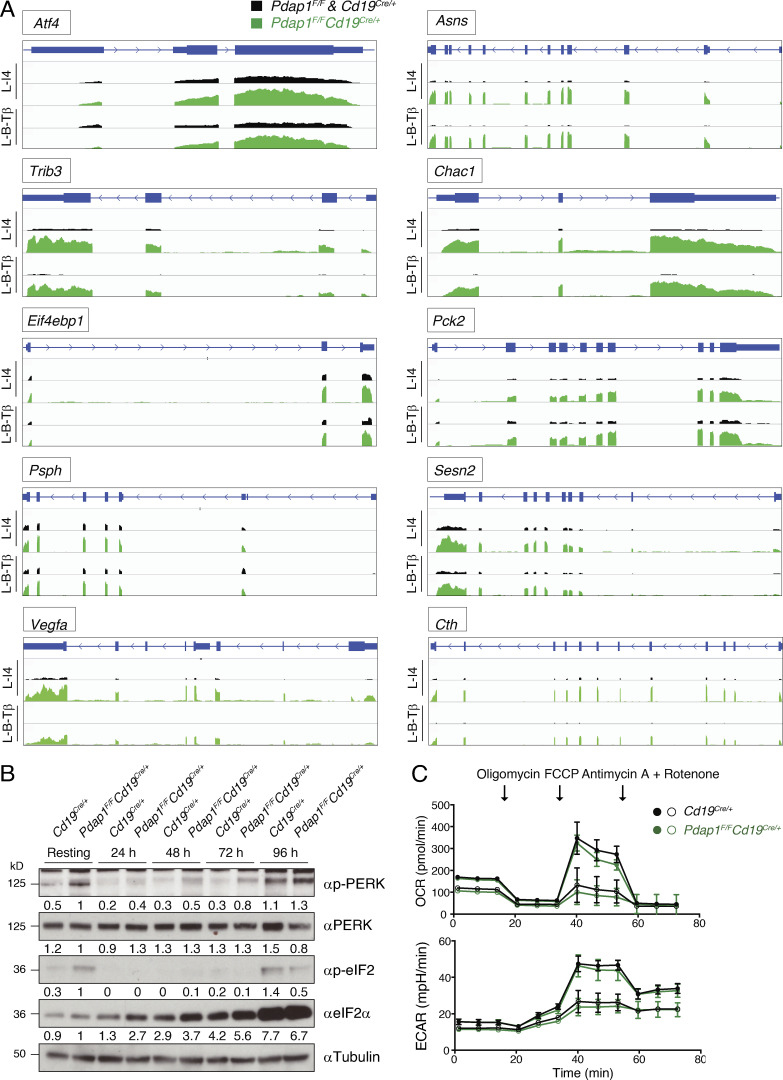
**Stress response signature of Pdap1-deficient B cells.** **(A)** Coverage of stress response genes in B cells of the indicated genotypes 48 h after activation with LPS and IL-4 (L-I4) or LPS, BAFF, and TGFβ (L-B-Tβ), as measured by RNA-seq analysis. 10 selected genes are shown. **(B)** WB analysis as in Fig. 5 D for an independent mouse pair (control and *Pdap1^F/F^Cd19^Cre/+^*). Splenocytes were isolated (resting B cells) and activated for 24–96 h with LPS and IL-4. Quantification values of WB signals are indicated underneath the corresponding blots. **(C)** Graphs showing oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) analysis of resting primary B cell cultures. Filled and empty symbols indicate 10^6^ or 0.5 × 10^6^ cells/well seeding densities, respectively. Each data point represents the mean of three independent measurements, with error bars indicating SD. Labeled arrows denote injections of the indicated agents.

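The total counts per gene were compared for 5 further stress response genes shown in Fig. S5 A. *Pck2* (ENSMUSG00000040618, chromosome 14 from 55540266 to 55551242) had 40.8 ± 5.02 CPM in control and 223 ± 33.8 in Pdap1-deficient LPS-IL-4 cultures (SD, n = 3 mice), a log2 fold change of 2.45 (adjusted p = 1.76e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 69.3 ± 7.46 and 292 ± 10.5 with LPS-BAFF-TGFβ (log2 fold change 2.07, adjusted p = 7.22e-05 from edgeR). *Trib3* (ENSMUSG00000032715, chromosome 2 from 152337422 to 152344032) rose by 2.85 and 3.86 on the log2 scale in the LPS-IL-4 and LPS-BAFF-TGFβ cultures, and *Sesn2* (ENSMUSG00000028893, chromosome 4 from 132492032 to 132510501) by 1.64 and 2.09, each past the threshold in both. *Vegfa* (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) rose from 7.23 ± 0.201 to 54.6 ± 18.4 with LPS-IL-4 (adjusted p = 0.00136 from edgeR). With LPS-BAFF-TGFβ the control mice had 35, 0 and 6 counts, or 0.423 ± 0.377 CPM, against 24.6 ± 4.41 in the Pdap1-deficient mice (adjusted p = 0.00326 from edgeR). *Eif4ebp1* (ENSMUSG00000031490, chromosome 8 from 27260329 to 27276674) had a log2 fold change of 1.28 with LPS-IL-4 (standard error 0.24, adjusted p = 0.0297 from edgeR, with a range over the alternatives from 3.83e-06 to 0.164), not past the threshold in 5 of 16 alternatives. With LPS-BAFF-TGFβ it was 1.45 (standard error 0.31) and did not pass in edgeR (adjusted p = 0.176), though it did in DESeq2's Wald test (adjusted p = 5.45e-05, with a range over the alternatives from 5.45e-05 to 0.459).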

These data indicate that, in addition to the inhibition of key factors of the CSR program, Pdap1 deficiency in activated B cells is accompanied by transcriptional changes that reflect initial repression of global protein synthesis, up-regulation of cellular stress response genes, and metabolic rewiring to aid translational recovery. These changes represent key aspects of the transcriptional program of the ISR (Ron and Walter, 2007; Pakos-Zebrucka et al., 2016). To confirm the activation of the ISR in Pdap1-deficient B cells, we monitored the kinetics of eIF2α phosphorylation and Atf4 expression in resting and in vitro–activated splenocytes. The eIF2α-Atf4 pathway is normally suppressed in splenic B cells and is induced only at later time points after activation, when splenocyte cultures exhibit a general fitness decline (Fig. 5 D and Fig. S5 B, control cells; Zhu et al., 2019). In contrast to control cells, resting B cells from *Pdap1^F/F^Cd19^Cre/+^* spleens displayed a marked phosphorylation of eIF2α and detectable levels of Atf4 protein, thus indicating a baseline activation of the ISR (Fig. 5 D and Fig. S5 B). The ER stress-activated eIF2α kinase PKR-like ER kinase (Perk) also showed autophosphorylation-dependent activation in resting splenocytes (Fig. 5 D and Fig. S5 B). eIF2α phosphorylation was suppressed following activation and was noticeable only in late-stage cultures when eIF2α levels increased considerably in both control and Pdap1-deficient cells (Fig. 5 D and Fig. S5 B). In agreement with a previous report (Zhu et al., 2019), Atf4 was markedly expressed only at late time points after activation in control splenocytes (Fig. 5 D). In contrast, Atf4 protein levels in *Pdap1^F/F^Cd19^Cre/+^* cells increased considerably during the first 24 h after activation from the baseline expression observed in resting B cells (Fig. 5 D). 

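*Atf4* (ENSMUSG00000042406, chromosome 15 from 80255184 to 80257541, plus strand, GRCm38) had 288 ± 9.64 CPM in control and 593 ± 126 in Pdap1-deficient LPS-IL-4 cultures (SD, n = 3 mice). The log2 fold change was 1.04 (standard error 0.15, adjusted p = 0.00561 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 0.89 and 1.20 with each mouse left out in turn. It was not past the threshold in 3 of 16 alternatives. In LPS-BAFF-TGFβ cultures it was at 229% of the control mean, a log2 fold change of 1.19 (standard error 0.13, adjusted p = 0.0039 from edgeR) that stayed between 1.10 and 1.27 and was not past the threshold in 1 of 16 alternatives. All 6 Pdap1-deficient cultures were above the control cultures of their stimulation. The increase did not differ detectably between the stimulations (genotype by stimulation term 0.14 on the log2 scale, adjusted p = 0.989 from edgeR).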

Finally, up-regulation of Atf4 expression in the absence of Pdap1 occurred not only at the translation level but also via transcriptional induction (Fig. 5 C and Fig. S5 A). We concluded that Pdap1 deficiency results in up-regulation of the ISR core component Atf4. 

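A hand-written list of genes whose transcription is known to depend on Atf4 was tested as a set. In LPS-IL-4 cultures 33 of its 35 tested genes were higher in Pdap1-deficient mice, 28 of them past the threshold (31 adjusted over the list alone), and 0 passed in the other direction (1 adjusted over the list alone). The mean log2 fold change was 1.87 (adjusted p = 5.05e-27 from limma's camera) and lay between 1.82 and 1.96 with each mouse left out in turn. In LPS-BAFF-TGFβ cultures each of the 33 tested genes was higher, 22 of them past the threshold (27 adjusted over the list alone), with a mean of 1.95 (adjusted p = 6.02e-43 from limma's camera) and a range from 1.92 to 2.14. By fry the list passed in both stimulations (adjusted p = 0.00435 and 0.000691 from limma's fry). With a correlation between genes estimated from 6 libraries it did not (adjusted p = 0.267 and 0.0769). In other splits of the mice the list had a mean of at most 0.69 and 0.62 in size in the LPS-IL-4 and LPS-BAFF-TGFβ cultures. Genes of the Ire1 and Atf6 branches of the unfolded protein response had mean log2 fold changes of -0.01 and -0.11 in the 2 stimulations and did not pass (adjusted p = 0.693 and 0.123 from limma's camera), though they did in 3 of 17 alternatives with LPS-BAFF-TGFβ. Under the preset correlation the Atf4 target list passed camera in 7 of the 10 splits of the mice with LPS-IL-4 and in all 10 with LPS-BAFF-TGFβ. This list holds genes that the study itself names from these libraries, *Asns* and *Chac1* among them, so its shift is not independent of that choice. From the rise of Atf4 protein and transcripts in Pdap1-deficient cells, the paper concludes that loss of Pdap1 raises this core component of the ISR.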

Altogether, these data indicate that Pdap1 ablation in mature B cells induces Atf4-dependent expression of stress response genes and down-regulation of the CSR program.

### Pdap1 supports survival of mature B cells

The ISR is an adaptive pathway meant to restore cellular homeostasis following cell intrinsic and extrinsic stresses (Harding et al., 1999, 2000, 2003; Brostrom et al., 1996; Dever et al., 1992; Ron and Walter, 2007; Pakos-Zebrucka et al., 2016). However, when the stress is severe in either intensity or duration and overwhelms the response adaptive capacity, the ISR activates the apoptotic cell death program (Pakos-Zebrucka et al., 2016). Furthermore, down-regulation studies have implicated Pdap1 in cell survival and apoptosis resistance of cancer cell lines (Sharma et al., 2016; Weston et al., 2018). Therefore, we tested whether activation of the stress response in the absence of Pdap1 would induce apoptosis in B cells. To do so, we monitored caspase activation in splenocytes by CaspGLOW staining. Caspase activity increased after stimulation and was higher in Pdap1-deficient cells compared with controls at 24 and 48 h after activation (Fig. 6 A). Accordingly, despite the unaffected proliferation capability (Fig. S2), the number of live cells in *Pdap1^F/F^Cd19^Cre/+^* splenocyte cultures was reduced 48 and 72 h after activation (Fig. 6 B). Finally, no differences were detected in mitochondrial mass or respiration capacity compared with controls (Fig. 6 C and Fig. S5 C), thus indicating that activation of the ISR is not caused by mitochondrial disfunction. However, *Pdap1^F/F^Cd19^Cre/+^* cultures displayed an increased proportion of cells with low mitochondrial membrane potential at early time points after activation (24 and 48 h; Fig. 6 D). Hence, a fraction of Pdap1-deficient B cells may undergo mitochondrial depolarization, an event usually associated with apoptosis induction (Gottlieb et al., 2003).

**Figure 6.**
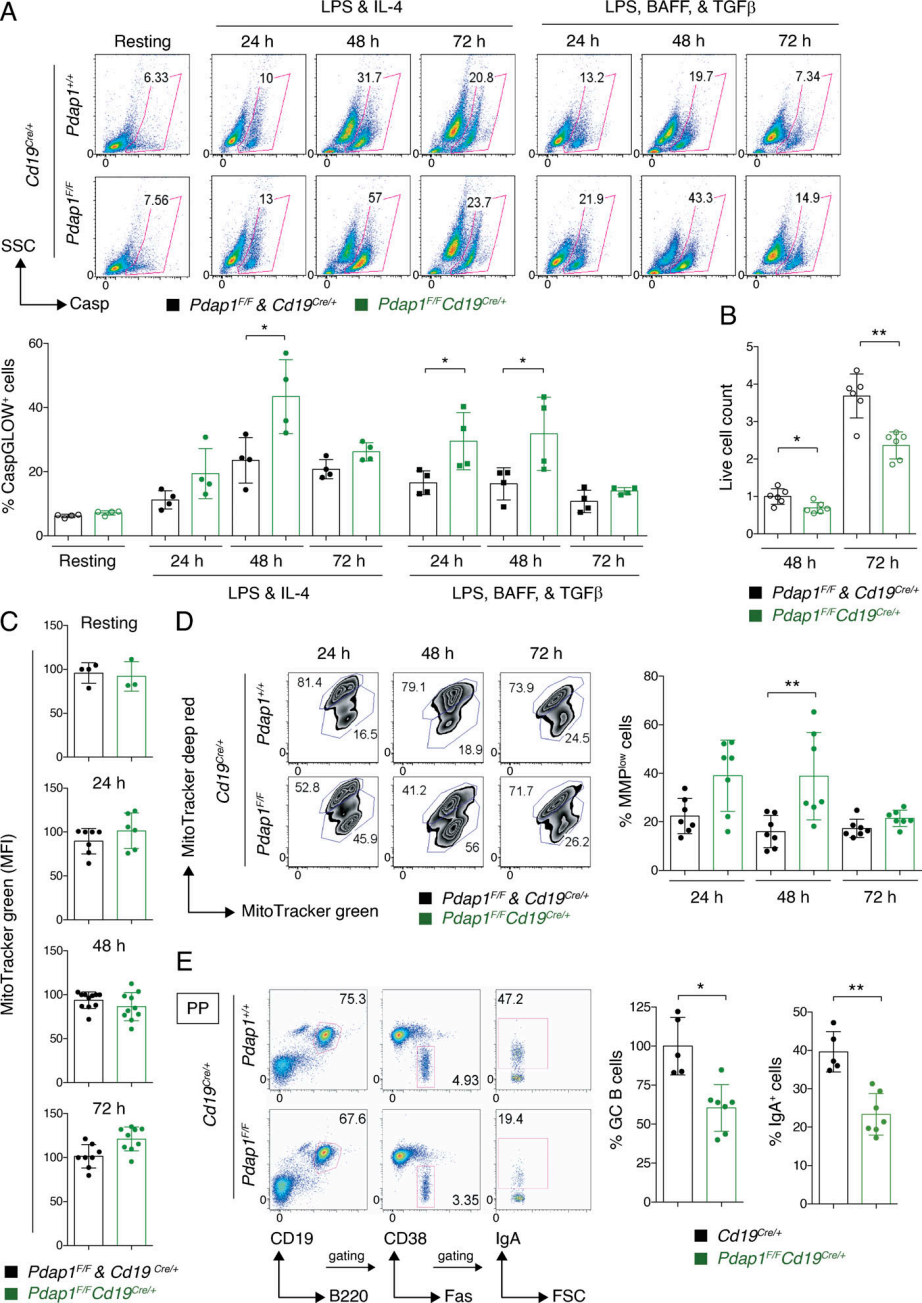
**Pdap1 supports survival of mature B cells.** **(A)** Top: Representative flow cytometry plots measuring percentage of active caspase^+^ cells in resting and activated (LPS-IL-4, or LPS-BAFF-TGFβ, 24–72 h) splenocytes of the indicated genotypes. Bottom: Summary graph for four mice per genotype analyzed in two independent experiments. **(B)** Live-cell count of splenocytes of the indicated genotypes activated with LPS and IL-4. Resting B cells were counted and seeded at the same density on day 0. Data summarize three independent experiments for a total of six mice per genotype and are normalized within each experiment to the average of live-cell count for control cultures at 48 h, which was set to 1. **(C)** Mitochondrial mass of resting and LPS + IL-4–activated splenocytes (24–72 h) as determined by MitoTracker green staining and expressed as mean fluorescence intensity (MFI) values. Graphs summarize results from a total of 3–11 mice per genotype analyzed in four independent experiments. **(D)** Left: Representative flow cytometry plots measuring mitochondrial membrane potential (MMP) and mass by MitoTracker deep red and green staining, respectively, in splenocyte cultures of the indicated genotype 24, 48, and 72 h after activation with LPS and IL-4. Right: Summary graph for seven mice per genotype. **(E)** Left: Representative flow cytometry plots measuring percentage of GC B cells and IgA^+^ GC cells in Peyer’s patches (PP) of unimmunized mice. Right: Summary graphs for at least five mice per genotype. Significance in A–E was calculated with the Mann–Whitney *U* test, and error bars represent SD. *, P ≤ 0.05; **, P ≤ 0.01.

Next, we tested whether Pdap1 deletion would affect the survival of activated B cells in vivo. To this end, we measured the percentage of GC B cells in Peyer’s patches of *Cd19^Cre/+^* and *Pdap1^F/F^Cd19^Cre/+^* mice. Peyer’s patches are specialized secondary lymphoid tissues that line the wall of the small intestine. Because of their chronic exposure to an enormous variety of food- and microbiome-derived antigens, Peyer’s patches display continual GC activity and are key to the induction of mucosal IgA antibody responses (Reboldi and Cyster, 2016). We found that the percentage of GC B cells was reduced in Peyer’s patches of *Pdap1^F/F^Cd19^Cre/+^* mice compared with the control group (Fig. 6 E). In agreement with the CSR defect exhibited by *Pdap1^F/F^Cd19^Cre/+^* splenic B cells following activation in vitro (Fig. 2), the percentage of switched IgA GC B cells was considerably decreased in *Pdap1^F/F^Cd19^Cre/+^* mice (Fig. 6 E). Altogether, these data suggest that Pdap1 is required to support survival of activated B cells.

### Pdap1 is dispensable for plasma cell differentiation

Plasma cell differentiation represents the terminal phase of B cell development and is regulated by a transcriptional program that represses B cell identity while promoting the expression of plasma cell signature genes (Nutt et al., 2015; Shi et al., 2015; Minnich et al., 2016). This process is accompanied by massive expansion of the ER and the up-regulation of molecular chaperone and folding enzyme expression. The expansion of the secretory network is essential to accommodate the demands of increased immunoglobulin synthesis and secretion and is dependent on the activation of the unfolded protein response (UPR; Zhang et al., 2005; Gass et al., 2002, 2008; Iwakoshi et al., 2003; van Anken et al., 2003; Shaffer et al., 2004; Taubenheim et al., 2012; Todd et al., 2009). The UPR is a ubiquitous signaling network that senses and responds to the accumulation of misfolded proteins in the ER (Ron and Walter, 2007; Walter and Ron, 2011; Schröder and Kaufman, 2005). This response is mediated by three ER-resident proteins which, in addition to Perk, comprise the inositol-requiring protein kinase/endoribonuclease-1 (Ire1) and Atf6 (Tirasophon et al., 1998; Wang et al., 1998; Haze et al., 1999, 2001). The UPR ultimately reestablishes protein homeostasis by integrating Perk-eIF2α–dependent attenuation of global protein synthesis with Ire1- and Atf6-mediated transcription of factors and enzymes that increase the protein folding and degradation capabilities of the ER.

The Ire1 and Atf6 branches of the UPR are activated during normal differentiation of naïve B cells into plasma cells, and the Ire1 arm is essential for the expansion of their secretory network (Zhang et al., 2005; Gass et al., 2002, 2008; Iwakoshi et al., 2003; van Anken et al., 2003; Aragon et al., 2012). In contrast, the Perk arm of the UPR is dispensable for plasma cell development (Zhang et al., 2005; Gass et al., 2008). Furthermore, this pathway is suppressed during differentiation of naïve B cells into plasma cells (Ma et al., 2010; Gass et al., 2008; Zhang et al., 2005), and unrestricted Perk-eIF2α-Atf4 signaling in activated B cells blocks the formation of plasma cells (Zhu et al., 2019). Given the up-regulated expression of Atf4 in Pdap1-deficient B cells, we considered the possibility that plasma cell development might be impaired in the absence of Pdap1. To this end, we analyzed the plasma cell compartment of *Pdap1^F/F^Cd19^Cre/+^* mice. We found that the percentage and number of plasma cells (CD138^+^TACI^+^) in bone marrow and spleen of unimmunized mice was similar between control and *Pdap1^F/F^Cd19^Cre/+^* mice (Fig. 7 A).

**Figure 7.**
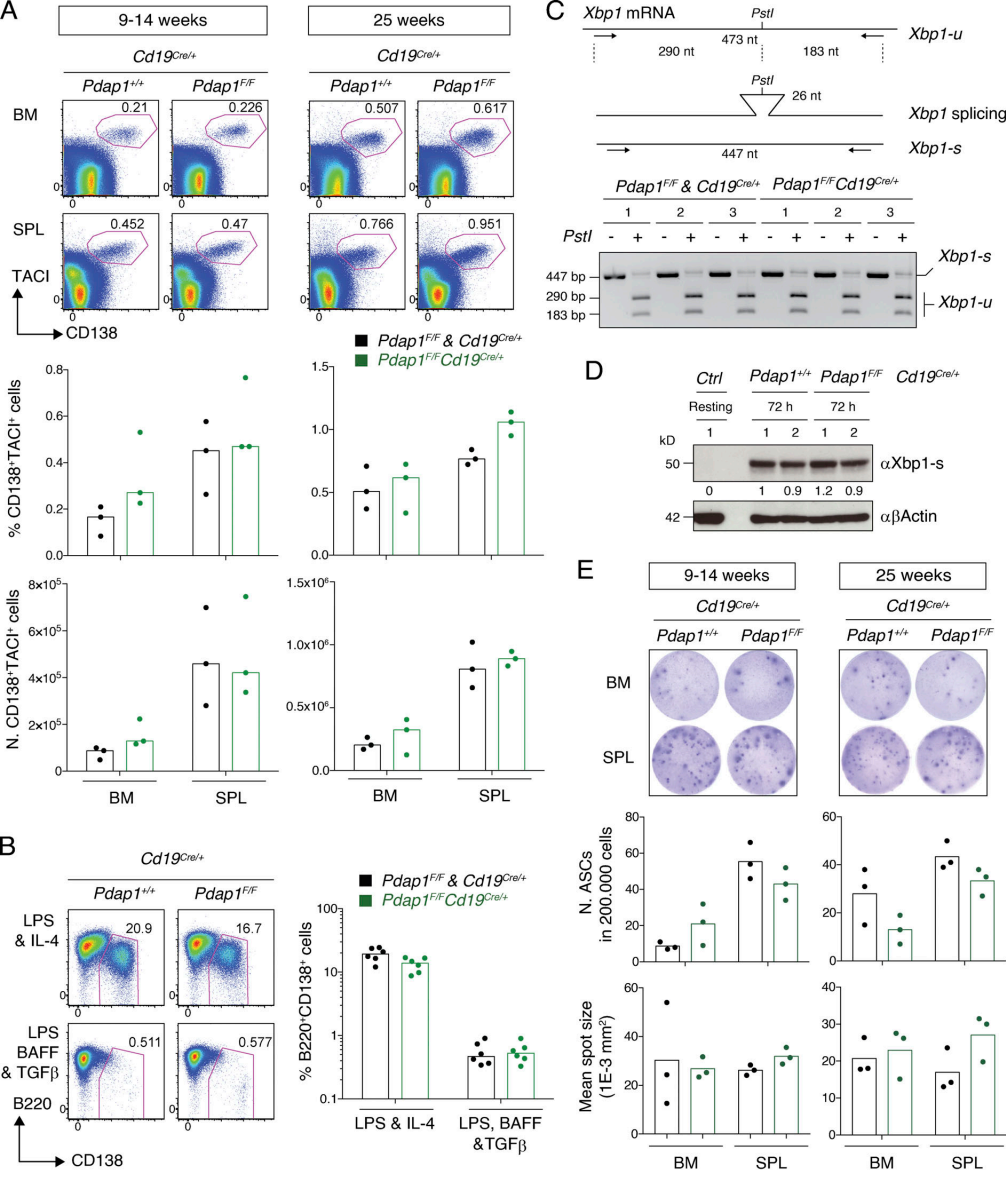
**Pdap1 is dispensable for plasma cell differentiation.** **(A)** Top: Representative flow cytometry plots showing percentage of plasma cells (CD138^+^TACI^+^) in bone marrow (BM) and spleen (SPL) of unimmunized mice of the indicated genotypes and age. Bottom: Summary graphs showing percentage and number of plasma cells for three mice per genotype and age group. N, number. **(B)** Left: Representative flow cytometry plots measuring percentage of plasmablasts (B220^int^CD138^+^) in splenocyte cultures of the indicated genotypes 96 h after activation with LPS and IL-4, or LPS, BAFF, and TGFβ. Right: Summary graph for six mice per genotype. **(C)** Top: Schematic representation of *Xbp1* mRNA RT-PCR and digestion products. Bottom: Electrophoretic analysis of *Xbp1* splicing in splenocytes cultures of the indicated genotypes 48 h after activation with LPS and IL-4. The DNA bands of 447 bp for the intact spliced (Xbp1-s) transcript RT-PCR product, and the unspliced (Xbp1-u) transcript digestion products of 290 and 183 bp, are indicated. Results for three mice per genotype are shown. **(D)** Representative WB analysis of splenocytes of the indicated genotypes 72 h after activation with LPS and IL-4. Resting B cells from a WT control mouse (*Ctrl*) were analyzed in parallel to show the expected undetectable levels of Xbp1-s before activation. 1 and 2 indicate two different mice per genotype. Numbers underneath the blot indicate relative quantification of Xbp1-s signal. **(E)** Top: Representative ELISpot analysis of IgM^+^ ASCs in BM and SPL of unimmunized mice. Bottom: Summary graphs showing number of IgM^+^ ASCs and mean surface of IgM^+^ spots for three mice per genotype and age group. N, number. No difference among groups was significant for graphs in A, B, and E (Mann–Whitney *U* test).

Activation of naïve B cells with specific combinations of stimuli in vitro induces differentiation into plasmablasts. Plasmablasts are proliferating antibody-secreting cells (ASCs) whose differentiation is driven by the same transcriptional program responsible for plasma cell development (Nutt et al., 2015). Therefore, we tested the formation of plasmablasts (B220^+^CD138^+^) in vitro under the same stimulation conditions used for our previous analyses. We observed no significant difference in the percentage of plasmablasts between controls and *Pdap1^F/F^Cd19^Cre/+^* cultures (Fig. 7 B). Accordingly, we did not detect any apparent change in the activation of the plasmablast and plasma cell gene signature between the two genotypes in the RNA-seq analysis (Table S1). 

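A hand-written list of plasmablast and plasma cell genes had a mean log2 fold change of 0.21 over 16 tested genes with LPS-IL-4 and of -0.06 over 15 genes with LPS-BAFF-TGFβ. It did not pass the threshold in either stimulation (adjusted p = 0.463 and 0.691 from limma's camera). With the Wald statistics of DESeq2 it passed with LPS-IL-4 (adjusted p = 0.0177 from limma's cameraPR, with a range over the alternatives from 0.0177 to 0.834). In the LPS-IL-4 cultures 3 genes passed as single genes upward and 1 downward (4 and 2 adjusted over the list alone). *Prdm1* (ENSMUSG00000038151, chromosome 10 from 44437177 to 44528501), which encodes Blimp1, rose with LPS-IL-4 from 17.7 ± 2.98 to 62.7 ± 10.3 CPM (SD, n = 3 mice), a log2 fold change of 1.82 (standard error 0.16, adjusted p = 0.000323 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its value was past the threshold under each of 16 alternatives. With LPS-BAFF-TGFβ it was 7.88 ± 1.02 and 9.7 ± 1.55, with overlapping groups (log2 fold change 0.28, adjusted p = 0.624 from edgeR). The genotype by stimulation term of *Prdm1* was -1.57 and did not pass (adjusted p = 0.217 from edgeR), while DESeq2's Wald test and edgeR without a filter on low counts called it. *Xbp1* (ENSMUSG00000020484, chromosome 11 from 5520659 to 5525893) had log2 fold changes of 0.12 (standard error 0.12) and 0.09 (standard error 0.14) in the LPS-IL-4 and LPS-BAFF-TGFβ cultures, within the spread between mice. *Irf4* (ENSMUSG00000021356, chromosome 13 from 30749226 to 30766976) had changes of 0.30 and -0.03, and *Sdc1* (ENSMUSG00000020592, chromosome 12 from 8771323 to 8793715), which encodes CD138, of -0.76 (adjusted p = 0.0858 from edgeR) and 0.40 (adjusted p = 0.698 from edgeR).

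**Figure D4:**
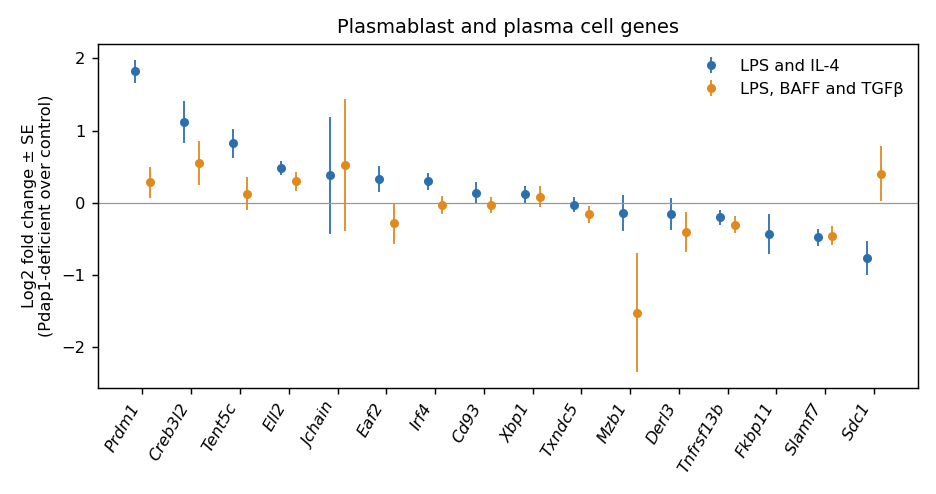
Log2 fold change between Pdap1-deficient and control cultures (y axis) of the plasmablast and plasma cell genes (x axis) with LPS-IL-4 in blue and LPS-BAFF-TGFβ in orange. Bars are 1 standard error on either side (n = 3 mice per genotype). Genes lie on both sides of 0, and *Prdm1* with LPS-IL-4, at 1.82, is the highest. *Fkbp11* is shown for LPS-IL-4 only.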

We concluded that Atf4 up-regulation in activated *Pdap1^F/F^Cd19^Cre/+^* B cells does not inhibit the generation of plasmablasts and plasma cells, and that Pdap1 is not required for the B cell developmental program controlling plasmablast and plasma cell formation and identity.

The ER expansion and increase in protein processing and folding capabilities of plasma cells are regulated by the transcription factor Xbp1-s (spliced Xbp1; Shaffer et al., 2004). Xbp1 deficiency in B cells does not interfere with the development of plasma cells but impairs immunoglobulin secretion because of defective expansion of the secretory pathway (Hu et al., 2009; Todd et al., 2009; Taubenheim et al., 2012; Shaffer et al., 2004). Xbp1-s is expressed as a result of an unconventional splicing event mediated by Ire1 that removes a 26-nt segment from *Xbp1* mRNA (unspliced *Xbp1* transcript, *Xbp1-u*), thus changing the transcript reading frame in the resulting spliced *Xbp1* transcript (*Xbp1-s*; Fig. 7 C; Yoshida et al., 2001). Xbp1-s translocates into the nucleus and activates the transcription of genes responsible for the expansion of the secretory pathway (Shaffer et al., 2004; Tellier et al., 2016). We found no difference in *Xbp1* mRNA splicing and Xbp1-s expression levels between control and *Pdap1^F/F^Cd19^Cre/+^* splenocyte cultures (Fig. 7, C and D). These results suggest that the transcriptional program controlling ER network expansion in plasma cells is not affected by Pdap1 deletion. Finally, ELISpot analysis did not detect any significant difference in the number or spot size of ASCs between the two groups (Fig. 7 E), thus indicating that antibody production is not affected by Pdap1 deficiency. We concluded that Pdap1 is dispensable for the differentiation programs that establish plasma cell identity and function under steady-state conditions.

### Pdap1 is required for efficient SHM of *Ig* loci

*Aicda* is a haploinsufficient gene, and *Aicda^+/−^* mice exhibit defects in both antibody diversification reactions initiated by AID, CSR, and SHM (McBride et al., 2008; Sernández et al., 2008; Takizawa et al., 2008). Given the reduced levels of AID expressed by *Pdap1^F/F^Cd19^Cre/+^* B cells following activation, we considered the possibility that Pdap1 depletion might also affect SHM. To test this hypothesis, we sequenced the intronic regions downstream of the J_H_4 and J_K_5 elements in GC B cells sorted from Peyer’s patches of aged *Pdap1^F/F^Cd19^Cre/+^* mice (Jolly et al., 1997). Because of their chronic exposure to microbial antigens, GC B cells in Peyer’s patches accumulate a high number of mutations over time (González-Fernández et al., 1994). Accordingly, we found that GC B cells from control mice displayed a high mutation frequency at both J_H_4 and J_K_5 intronic regions (Fig. 8, A–D). The vast majority of sequences contained mutations (86%, 79 of 92 for J_H_4, and 83%, 104 of 125 for J_K_5), and a considerable portion of B cells were heavily mutated (Fig. 8, E and F). In contrast, *Pdap1^F/F^Cd19^Cre/+^* GC B cells exhibited a significantly lower mutation frequency at both J_H_4 and J_K_5 introns (Fig. 8, A–D). The distribution of mutations per sequence was skewed toward an increase in the proportion of sequences bearing zero or fewer than five mutations (50%, 54 of 107 for J_H_4, and 65%, 83 of 127 for J_K_5), whereas the number of highly mutated clones was concomitantly reduced (Fig. 8, E and F). In agreement with a role of Pdap1 in promoting AID expression rather than the processing of AID-induced lesions, the profile of mutations was not affected by Pdap1 deletion (Fig. 8, G and H).

**Figure 8.**
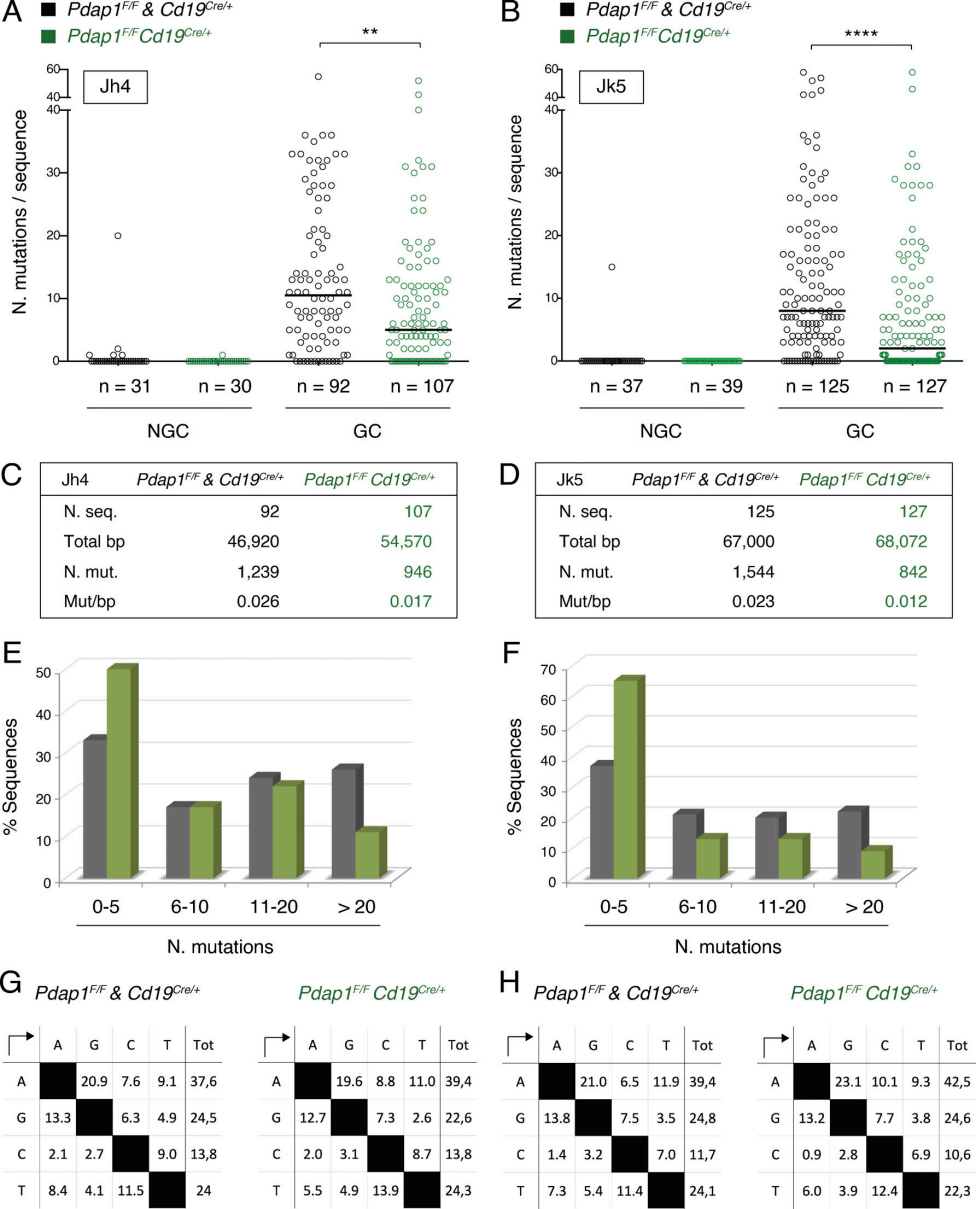
**Pdap1 is required for efficient SHM of *Ig* loci.** **(A and B)** Graphs summarizing number of mutations in 3′ J_H_4 (A) and 3′ J_k_5 (B) regions cloned from sorted Peyer’s patches B cells of aged, unimmunized mice (five mice per genotype). Each symbol in the graphs indicates a single sequence, and the total number of sequences analyzed for each group is indicated below. Mutations were quantified for 510-bp downstream J_H_4 gene segment (A) and 536-bp downstream J_K_5 gene segment (B). NGC, non–GC. **(C and D)** Summary tables listing number of analyzed sequences and total length, number of mutations, and mutation frequency at J_H_4 (C) and J_K_5 (D) introns from A and B. **(E and F)** Graphs showing the percentage of sequences from A and B bearing the indicated mutations in 3′ J_H_4 (E) and 3′ J_k_5 (F). **(G and H)** Profiles of nucleotide substitutions at 3′ J_H_4 (G) and 3′ J_k_5 (H) regions. Significance in A and B was calculated with the Mann–Whitney *U* test, and the median is indicated. **, P ≤ 0.01; ****, P ≤ 0.0001.

Altogether, these findings indicate that ablation of Pdap1 impairs the efficiency of SHM of heavy and light chain *Ig* loci. Therefore, Pdap1 is required to support both antibody diversification reactions occurring in mature B cells, namely CSR and SHM.

## Discussion

In this study, we report the identification of a novel factor required for mature B cell homeostasis and function. Pdap1-deficient B cells develop normally but display reduced cell viability at the mature stage both in vitro and in vivo. Furthermore, they fail to efficiently induce AID expression and cannot support physiological levels of CSR and SHM.

Pdap1 deficiency in mature B cells phenocopies key aspects of the cellular response to chronic stress. Stress-induced eIF2α phosphorylation drives the inhibition of global protein synthesis, while allowing the preferential translation of stress-responsive genes like Atf4 (Harding et al., 2000; Hinnebusch, 2000; Scheuner et al., 2001; Lu et al., 2004). The transcriptional program induced by Atf4 comprises cytoprotective genes as well as the up-regulation of biosynthetic pathways to reprogram cellular metabolism and aid homeostasis recovery. This anabolic program encompasses metabolic pathways of amino acid biosynthesis and the expression of amino acid transporter and aminoacyl-tRNA synthetase genes, and supports recovery of translation under conditions of acute stress (Harding et al., 2003; Rendleman et al., 2018; Quirós et al., 2017; Krokowski et al., 2013; Han et al., 2013). However, during chronic stress, Atf4-dependent increase in protein synthesis leads to proteotoxicity, oxidative stress, and cell death (Han et al., 2013; Krokowski et al., 2013). Pdap1-deficient B cells express Atf4 and exhibit the same transcriptional signature of Atf4-mediated translational recovery (Fig. 5, Fig. S5, and Table S1). Furthermore, the expression of this anabolic program correlates with increased apoptosis of *Pdap1^F/F^Cd19^Cre/+^* B cells. Therefore, our data are consistent with a model in which ablation of Pdap1 in activated B cells leads to cell death via induction of an Atf4-dependent chronic stress response. In addition, resting B cells from Pdap1-deficient mice displayed phosphorylation of Perk and its downstream target eIF2α as well as Atf4 expression, thus indicating constitutive activation of the Perk-mediated ISR pathway. This result is in agreement with the reduced number of resting B cells isolated from spleens of *Pdap1^F/F^Cd19^Cre/+^* (Fig. S1 E) and indicates that Pdap1 deficiency is also detrimental in naïve B cells. Therefore, Pdap1 is required to protect B lymphocytes from stress-induced cell death under both resting and activated conditions.

Interestingly, while Atf4 expression increased steadily over time after activation in Pdap1-deficient B cells, phosphorylation of Perk and eIF2α was no longer detectable. This observation has two important implications. First, the up-regulation of Atf4 expression in Pdap1-ablated cells is uncoupled from Perk-eIF2α phosphorylation following activation. This result is in agreement with the identification of a phospho-eIF2α–independent regulation of Atf4 expression observed during conditions of prolonged cellular stress (Guan et al., 2014). This regulation is likely under the control of mTORC1, which is activated in B cells after stimulation (Powell et al., 2012; Limon and Fruman, 2012; Iwata et al., 2017), and has been shown to promote Atf4 translation in a phospho-eIF2α–independent manner in other cellular contexts (Park et al., 2017; Ben-Sahra et al., 2016). Second, the dephosphorylation of Perk and eIF2α occurs at early time points after activation. This observation implies the existence of an active mechanism operating immediately upon B cell activation that physiologically inhibits the Perk-eIF2α signaling cascade. In line with this point, although mature B cells retain the potential to activate all three arms of the UPR in response to pharmacological triggers of the pathway, the Perk branch is suppressed during normal differentiation of activated B cells into plasma cells (Ma et al., 2010; Gass et al., 2008; Zhang et al., 2005). Moreover, nonphysiological Perk-eIF2α-Atf4 signaling after B cell activation even blocks the formation of plasma cells (Zhu et al., 2019). In *Pdap1^F/F^Cd19^Cre/+^* splenocytes, the Perk-eIF2α-Atf4 pathway is already active under resting conditions, and the increased loss of mitochondrial membrane potential and apoptosis were observed at early, but not late, stages after activation. The earlier kinetics of Atf4 induction in our experimental conditions would explain why Pdap1 deficiency leads to cell death of naïve and early activated B cells but does not affect the plasma cell compartment. It is important to note that the analysis of plasma cell differentiation and function was performed under steady-state conditions; therefore, we cannot completely exclude the possibility that Pdap1 deficiency might affect plasma cell differentiation following immunization.

The activation of the Atf4-dependent stress response in *Pdap1^F/F^Cd19^Cre/+^* B cells was accompanied by down-regulation of key factors driving antibody diversification, including AID (Muramatsu et al., 2000; Revy et al., 2000) and the transcription factor Batf, which has been shown to directly control AID expression and other aspects of the CSR program (Ise et al., 2011). Defective induction of *Aicda* expression in activated Pdap1-deficient B cells was common to all stimulation conditions (Figs. 3 A and 5 C) and likely represents the dominant cause for the reduced CSR and SHM efficiency. *Aicda* is an haploinsufficient gene, and the efficiency of CSR is directly proportional to AID levels. Mice heterozygous for a null *Aicda* allele display defects in both CSR and SHM (McBride et al., 2008; Sernández et al., 2008; Takizawa et al., 2008). Analogously, Pdap1 deficiency reduced *Aicda* expression to approximately half of WT levels in activated B cells and is associated with a similar reduction in the efficiency of both antibody diversification reactions. Furthermore, overexpression of AID in LPS-BAFF-TGFβ–stimulated splenocytes, which did not exhibit any additional defect in GLT, rescued the IgG2b CSR defect of *Pdap1^F/F^Cd19^Cre/+^* B cells to a considerable extent.

Pdap1 might control activation of the ISR and the antibody diversification program via independent mechanisms. We found that Pdap1 is localized primarily in the cytoplasm in different cell types. Considering this observation and that Pdap1 was recently described as a RNA-binding protein (Castello et al., 2012, 2016; Iadevaia et al., 2020; Trendel et al., 2019; Baltz et al., 2012), it is tempting to hypothesize that it might play a role in mRNA turnover. In regard to AID, however, we showed that Pdap1 promotes its efficient expression but is dispensable for *Aicda* transcript stability. Therefore, a potential involvement of Pdap1 in the regulation of AID levels via control of mRNA turnover would occur indirectly, e.g., via modulation of the expression of intermediate factors. Although we cannot exclude the possibility that Pdap1 might regulate the expression of AID independently from its protective role against chronic ISR activation, we favor the hypothesis that the two processes are tightly linked. It is intriguing to speculate that the sustained induction of the ISR in *Pdap1^F/F^Cd19^Cre/+^* B cells might actively interfere with the CSR and SHM programs. In this respect, limiting AID expression under conditions of cellular stress might represent a mechanism to alleviate the additional burden imposed by AID-induced genotoxic stress on activated B cells. Analysis of humoral responses upon genetic deletion of ISR components on a Pdap1-deficient background would provide the basis for a new exciting line of investigation into the relationship between response to cellular stresses and antibody gene diversification in mature B cells.

## Materials and methods

### Mouse strains

*Cd19^Cre^* (*Cd19^tm1(cre)Cgn^*; Rickert et al., 1997) and *Aicda^−/−^* (*Aicda^tm1Hon/tm1Hon^*; Muramatsu et al., 2000) mice were previously described and were maintained on a C57BL/6 background. The conditional *Pdap1^F^* allele bears LoxP sites flanking Exon 2 (ENSMUST00000031627.8) and was generated by CRISPR-Cas9–mediated knock-in microinjection of single-cell embryos on a C57BL/6N strain background (Max Delbrück Center [MDC] Transgenics platform). Germline transmission was confirmed, and positive pups were bred with *Cd19^Cre^* mice to generate *Pdap1^F/F^Cd19^Cre/+^* mice. Mice were maintained in a specific pathogen-free barrier facility under standardized conditions (20°C ± 2°C; 55 ± 15% humidity) on a 12-h light/dark cycle. 7–27-wk-old mice of both genders were used in age-matched groups for the experiments. Controls included littermates and mice from inbred strains. All experiments were performed in compliance with European Union directive 2010/63/EU and in agreement with Landesamt für Gesundheit und Soziales directives (Berlin, Germany). Primers used for genotyping the *Pdap1^F^* allele are listed in Table S2.

### Primary cell cultures

B lymphocytes were isolated from mouse spleens using anti-CD43 MicroBeads (Miltenyi Biotec) and grown in RPMI 1640 (Life Technologies) supplemented with 10% FBS, 10 mM Hepes (Life Technologies), 1 mM sodium pyruvate (Life Technologies), 1× Antibiotic Antimycotic (Life Technologies), 2 mM l-glutamine (Life Technologies), and 1× 2-mercaptoethanol (Life Technologies) at 37°C and 5% CO_2_.

### Cell lines

The cell lines used for this study were CH12 (CH12F3, mouse; Nakamura et al., 1996); WT (R1 and R2) and Pdap1-deficient (P1, P2, and P3) CH12 clonal derivatives (mouse; this paper); BOSC23 (human; Pear et al., 1993); and immortalized mouse embryonic fibroblasts (iMEFs; Bothmer et al., 2011). CH12 cells were grown in RPMI 1640 supplemented with 10% FBS, 10 mM Hepes, 1 mM sodium pyruvate, 1× Antibiotic Antimycotic, 2 mM l-glutamine, and 1× 2-mercaptoethanol at 37°C and 5% CO_2_. BOSC23 cells and iMEFs were cultured in DMEM (Life Technologies) supplemented with 10% FBS, 2 mM l-glutamine, and penicillin-streptomycin (Life Technologies) at 37°C and 5% CO_2_.

### CSR assay

CH12 cells were stimulated to undergo CSR to IgA by treatment with 1–5 µg/ml αCD40 (BioLegend), 5 ng/ml TGFβ (R&D Systems), and 5 ng/ml mouse recombinant IL-4 for 48 h. B lymphocytes were stimulated to undergo class switching with 5 µg/ml LPS (Sigma-Aldrich) and 5 ng/ml mouse recombinant IL-4 (Sigma-Aldrich) for CSR to IgG1; 5 µg/ml LPS only for CSR to IgG3; 5 µg/ml LPS, 10 ng/ml BAFF (PeproTech), and 2 ng/ml TGFβ for CSR to IgG2b; or 5 µg/ml LPS, 10 ng/ml BAFF, 2 ng/ml TGFβ, and 1.5 ng/ml recombinant murine IL-5 (PeproTech) for CSR to IgA. For class switching analysis, cell suspensions were stained with fluorochrome-conjugated anti-IgG1, anti-IgG3 (BD Biosciences), anti-IgG2b (BioLegend), or anti-IgA (Southern Biotech).

### Retroviral infection

The pMX-AID-ER-IRES-GFP retroviral vector was a kind gift from Qiao Wang (The Rockefeller University, New York, NY). Splenocyte infections were performed as follows. The HEK293T derivative cell line BOSC23 was transfected with pCL-Eco and pMX-IRES-GFP or pMX-AID-ER-IRES-GFP retroviral vectors using FuGENE HD Transfection Reagent (Promega) to generate viral particle–containing supernatants. B cells were activated with 5 µg/ml LPS and 5 ng/ml IL-4 (IgG1) or 5 µg/ml LPS, 10 ng/ml BAFF, and 2 ng/ml TGFβ (IgG2b) and transduced twice with the viral supernatant, 1 and 2 d after isolation. 4-HT was added 72 h after activation at a final concentration of 0.05 µM, and CSR was assessed 24 h later on the GFP^+^-gated populations. The pMX-Pdap1-3xFlag construct was generated by cloning the cDNA for human Pdap1 into pMX retroviral vector with a C-terminal 3xFlag tag. Primers used to clone the pMX-Pdap1-3xFlag construct are listed in Table S2. iMEFs infections were performed as indicated above for splenocytes, except that cells were transduced with pCL-Eco and pMX-EV/pMX-Pdap1-3xFlag-viral supernatants four times over 2 d. 48 h after the first transduction, iMEFs were selected using 1.5 µg/ml puromycin (Sigma-Aldrich).

### B cell development and differentiation analyses

For analysis of B cell development and differentiation, spleen and bone marrow cell suspensions were incubated with ACK lysis buffer (Thermo Fisher Scientific) for erythrocyte depletion. Subsequently, cells were blocked with TruStain fcX (BioLegend) for 10 min at 4°C and labeled with fluorochrome-conjugated antibodies to determine the surface expression of CD43, IgM, CD21/CD35, and IgD (BD Biosciences), and CD23, CD3, and CD19 (BioLegend) in PBS supplemented with 3% FBS (PBS/FBS) for 20 min at 4°C. Cells were then washed, resuspended in PBS/FBS, and analyzed.

For analysis of plasma cell differentiation in vitro, splenic B cells were isolated by immunomagnetic depletion of CD43^+^ cells and cultured at a density of 10^6^ cells/ml in the presence of either 20 µg/ml LPS (Sigma-Aldrich; L2880-10MG) and 25 ng/ml IL-4, or 20 µg/ml LPS, 10 ng/ml BAFF, and 2 ng/ml TGFβ. To determine the percentage of plasmablasts, cells were harvested after 96 h, blocked with TruStain fcX for 10 min at 4°C, and stained for surface expression of B220 (BioLegend; 103245) and CD138 (BioLegend; 142506) in MACS buffer (PBS supplemented with 0.5% BSA and 2 mM EDTA) for 20 min at 4°C. Cells were then resuspended in FACS buffer (PBS supplemented with 3% FCS and 1 mM EDTA) containing 1 µg/ml propidium iodide and analyzed.

For analysis of the plasma cell compartment in vivo, 9-, 14-, and 25-wk-old mice were sacrificed to isolate the spleen and hind legs. Total splenocytes and bone marrow cells were isolated by smashing the respective organs, and erythrocytes were depleted by incubation with Gey’s ABC solution for 3 min on ice. For surface staining, 5 × 10^6^ cells were first blocked with TruStain fcX for 10 min at 4°C and then stained for the following markers for 20 min at 4°C in MACS buffer: CD138, TACI (BD PharMingen; 558410), CD93 (BioLegend; 136506), CD19 (BioLegend), and B220. Cells were resuspended in FACS buffer containing 1 µg/ml propidium iodide and analyzed.

For ELISpot analysis, MultiScreen_HTS_-IP plates (Merck) were activated with 35% ethanol in PBS for 1 min, washed three times with PBS, and finally coated with 1 µg/ml anti-Igκ (Southern Biotech) and anti-Igλ (Southern Biotech) in PBS at 4°C overnight. The following day, 2 × 10^5^ total splenocytes or BM cells (as well as serial fivefold dilutions) were cultured overnight in RPMI 1640 supplemented with 10% FCS (Sigma-Aldrich) and penicillin-streptomycin. The next day, plates were washed thoroughly six times with PBS containing 0.1% Tween20 and incubated with 1 µg/ml biotinylated antibodies against IgM (Southern Biotech) for 2 h at 37°C. Plates were washed three times under running distilled water and incubated with 0.3 U/ml streptavidin-AP (Roche) for 30 min at room temperature. For detection of spots, plates were washed three times under running distilled water, equilibrated in AP buffer (100 mM Tris-HCl, pH 9.0, 150 mM NaCl, and 1 mM MgCl_2_), and developed using NBT/BCIP substrate mix (Promega) diluted in AP buffer. Spots were scanned and counted using the ImmunoSpot Series 6 Alfa Analyzer and ImmunoCapture Image Acquisition as well as ImmunoSpot Analysis software (C.T.L.) with the following parameters: sensitivity 176, spot separation 1.00, diffuseness largest, background balance 40, minimum spot size 0.0015 mm^2^, and maximum spot size 0.6976 mm^2^.

For assessment of GC B cells and CSR in vivo, cell suspensions derived from Peyer’s patches were blocked with TruStain fcX for 10 min at 4°C. Subsequently, cells were stained with fluorochrome-conjugated anti-CD19, anti-B220/CD45R, anti-CD38 (BioLegend), anti-Fas/CD95, and anti-IgA (BD Biosciences) for 20 min at 4°C in PBS/FBS. Cells were washed, resuspended in PBS/FBS, and analyzed. All samples were acquired on a LSRFortessa cell analyzer (BD Biosciences).

### Immunofluorescence

Resting B cells and CH12 were fixed with 4% paraformaldehyde (Sigma-Aldrich) and permeabilized with PBST (0.1% Tween 20 in PBS 1×) containing 0.2% IGEPAL CA-630 (Sigma-Aldrich). Cells were stained with antibodies against Pdap1 (Sigma-Aldrich), rat anti-mouse IgM-PE (BD Biosciences), and goat anti-rabbit Alexa Fluor 488 (Abcam). Cells were incubated with permeable nuclear dye (Hoechst dye 33258, Thermo Fisher Scientific) and transferred onto slides for imaging.

iMEFs infected with either empty pMX vector (EV) or pMX-Pdap1-3xFlag construct were grown on coverslips overnight. Upon fixation with 4% paraformaldehyde and permeabilization with 0.5% Triton X-100, cells were stained with mouse anti-Flag M2 (Sigma-Aldrich), goat anti-mouse Alexa Fluor 546 (Invitrogen), and Hoechst dye 33258. Images were acquired using inverted LSM700 AxioObserver laser scanning confocal microscope (Zeiss), with Plan-Apochromat 63×/1.40 Oil Ph3 objective for primary B cells and CH12, and EC Plan-Neofluar 40×/1.30 Oil Ph3 objective for iMEFs.

### Cell proliferation and apoptosis analysis

For cell proliferation analysis by cell tracking dye dilution, primary B cells were pulsed with 5 µM CellTrace Violet (Thermo Fisher Scientific) for 10 min at 37°C. Apoptosis analysis was performed by using CaspGLOW Fluorescein Active Caspase Staining Kit (BioVision) according to the manufacturer’s instructions. Samples were acquired on a LSRFortessa cell analyzer (BD Biosciences). Mitochondrial mass and membrane potential were measured via staining with MitoTracker Green and DeepRed (Thermo Fisher Scientific), respectively, according to the manufacturer’s instructions. Samples were acquired on a LSRFortessa cell analyzer (BD Biosciences).

### CRISPR-Cas9 gene targeting

For the loss-of-CSR assay in bulk CH12 cultures, three gRNAs against *Pdap1* gene were cloned into the U6 cassette of a variant of the original pX330 plasmid (pX330-U6-Chimeric_BB-CBh-hSpCas9, Addgene; 42230) modified to express Cas9^WT^-T2A-GFP (kind gift from Van Trung Chu, MDC; g*Pdap1-1*/*3*), and three gRNA pairs were cloned into tandem U6 cassettes in a mutated version of pX330 expressing Cas9^D10A^ (*Nickase-a/c*). CH12 cells were transfected with the Cas9-gRNAs expressing constructs (either individually or in a pooled format) via electroporation with Neon Transfection System (Thermo Fisher Scientific), sorted for GFP-positive cells after 40 h, and left to recover for 72 h before activation for CSR analysis. For the generation of Pdap1-deficient CH12 clonal derivatives, the *Nickases-a*/*c* constructs were individually electroporated into CH12. Single GFP-positive cells were sorted in 96-well plates after 40 h, and clones were allowed to grow for 12 d before CSR analysis in 96-well format and expansion of selected clones. Controls for gRNA-nucleofected CH12 were cells nucleofected with either empty vector or gRNAs against random sequences not present in the mouse genome (single random gRNA-Cas9^WT^ as controls for g*Pdap1-1*/*3*, and random gRNAs pairs-Cas9^D10A^ as controls for *Nickase-a/c*). Selected clones R1/R2 and P1/3 were validated at the level of genomic scar and protein expression. The sequences of the gRNAs used in these studies (this paper; Delgado-Benito et al., 2018) are listed in Table S2.

### WB analysis

WB analysis of protein levels was performed on whole-cell lysates prepared by lysis in radioimmunoprecipitation assay buffer (Sigma-Aldrich) supplemented with Complete EDTA free proteinase inhibitors (Roche). Pierce Phosphatase Inhibitor Mini Tablets (Thermo Fisher Scientific) were added to the lysis buffer for the analysis of phosphorylated Perk and eIF2α. The antibodies used for WB analysis are anti-Pdap1 (Sigma-Aldrich), anti-tubulin (Abcam), anti-β-actin (Sigma), anti-AID (mAID-2; Thermo Fisher Scientific), anti-phospho-Perk (pThr980; Thermo Fisher Scientific), anti-Perk (Cell Signaling Technology), anti-phospho-eIF2α (pSer51; Cell Signaling Technology), anti-eIF2α (Santa Cruz), anti-Atf4 (Cell Signaling Technology), and anti-Xbp1-s (Cell Signaling Technology). WB signals were quantified using ImageJ (National Institutes of Health), and normalization was performed against loading controls.

### qPCR

mRNA levels for AID and postspliced germline transcripts were measured as follows. Total RNA was extracted from splenocyte cultures 48 h after activation using TRIzol (Invitrogen) according to manufacturer’s instructions and retro-transcribed with SuperScript VILO cDNA Synthesis Kit (Invitrogen). Genomic DNA was removed by RapidOut DNA Removal Kit (Thermo Fisher Scientific). Transcripts were amplified using StepOnePlus Real-Time PCR System (Applied Biosystems) with Luna Universal qPCR Mastermix (NEB). For analysis of *Aicda* mRNA decay, Actinomycin D was added to the culture medium 48 h after activation at a final concentration of 10 µg/ml for 0.5, 1, 1.5, 2, 3, and 4 h. qPCR analyses were normalized to *Ubc* or *Gapdh* (*Aicda* mRNA and GLTs) or *Gapdh* (*Aicda* mRNA decay). Primers used for qPCR (this paper; Xu et al., 2015; Muramatsu et al., 2000; Albershardt et al., 2012) are listed in Table S2.

For electrophoretic analysis of *Xbp1* splicing, *Xbp1* transcripts were amplified using the primers listed in Table S2 (Madaro et al., 2013) and either mock-digested or digested with PstI enzyme (NEB) for 30 min at 37°C. The intact spliced (Xbp1-s) transcript RT-PCR product and the unspliced (Xbp1-u) transcript digestion products were visualized on 2% agarose gel.

### RNA-seq

RNA-seq was performed on three mice per genotype. Splenocytes were cultured in LPS and IL-4 (IgG1) or LPS, BAFF, and TGFβ (IgG2b) for 48 h. Cells were collected by centrifugation, and RNA was extracted with TRIzol (Invitrogen) according to manufacturer’s instructions. Ribosomal RNA was depleted using Ribo-Zero Gold rRNA Removal Kit (Illumina). Libraries were prepared with TruSeq Stranded Total RNA Library Prep Kit Gold (Illumina) and run in one lane of a flow cell of HiSeq 4000 (Illumina).

The RNA-seq data were analyzed using the pigx-rnaseq pipeline (Wurmus et al., 2018). STAR (Dobin et al., 2013) mapped the reads to the GRCm38 assembly for mouse by Ensembl, and HTSeq (Anders et al., 2015) was used to count the transcript abundance. Differential expression analysis was done using the DESeq2 (Love et al., 2014) package for R, which uses the Wald test for significance.

For splicing analysis of *Aicda* and *Pdap1* genes, we used the edgeR (Robinson et al., 2010) package for R to determine differentially expressed exons. The annotation was provided by a filtered version of the GRCm38 gene annotation, which contained unique, Havana-annotated exons.

### SHM analysis

Single-cell suspensions from Peyer’s patches of 24–27-wk-old mice were first incubated with TruStain fcX, and then labeled with antibodies conjugated with B220-FITC (BioLegend), CD19-APC/Pacific Blue (BioLegend), CD38-Alexa Fluor 700 (Thermo Fisher Scientific), and CD95/Fas-PE (BD Biosciences). Non-GC (CD38^+^ Fas^−^) and GC B cells (CD38^−^ Fas^+^) were sorted on an Aria BD sorter. Genomic DNA was extracted, and the 5′ portions of J_H_4 (*Igh*) and J_K_5 (*Igk*) introns were amplified by PCR using Phusion High-Fidelity DNA Polymerase (Thermo Fisher Scientific). The 800-bp J_H_4 and 700-bp J_K_5 PCR products were gel extracted, cloned into a pCR2.1 vector using the TOPO TA Cloning Kit (Invitrogen), and sequenced. Mutations were quantified over 510-bp downstream J_H_4 and 536-bp downstream J_K_5 gene segments. Primers used for SHM analysis (Rouaud et al., 2013; Sander et al., 2015) are listed in Table S2.

### Seahorse assay

Oxygen consumption rate and extracellular acidification rate were measured with the Seahorse XF96 metabolite analyzer using the Seahorse XF Cell Mito Stress Test kit (Agilent). Primary B cells were isolated, counted, and plated at the indicated cell densities directly on Seahorse cell culture plates coated with poly-l-lysine (Sigma-Aldrich). Before measurement, cells were incubated for a maximum of 1 h in Seahorse XF DMEM medium pH 7.4 (Agilent) supplemented with 10 mM glucose (Agilent), 1 mM sodium pyruvate (Agilent), and 2 mM l-glutamine (Agilent).

### Statistical analysis

The statistical significance of differences between groups/datasets was determined by the Mann–Whitney *U* test for all data presented in this study, with the following exceptions. For the RNA-seq analysis, the Wald test of the DESeq2 package for R was used, and we considered genes with an FDR < 0.05 to be significantly differentially expressed. Statistical details of experiments can be found in the figure legends.

### Data availability

The deep-sequencing data reported in this paper (RNA-seq) has been deposited in the GEO repository under accession no. GSE141876.

### Online supplemental material

Fig. S1 shows that Pdap1 is dispensable for B cell development. Fig. S2 shows that Pdap1 is dispensable for B cell proliferation. Fig. S3 shows that *Aicda* mRNA levels are reduced in Pdap1-deficient CH12 cell lines. Fig. S4 shows that Pdap1 is localized primarily in the cytoplasm in B cells and MEFs. Fig. S5 shows the stress response signature of Pdap1-deficient B cells. Table S1 contains the pairwise comparison of differentially regulated genes in control versus *Pdap1^F/F^Cd19^Cre/+^* splenocytes. Table S2 lists the oligonucleotides used in this study.

## Supplementary Material

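Table S1 gives the output of DESeq2's Wald test for each stimulation on a sheet of its own. Each line is a gene, with the mean of its normalized counts over the 6 libraries, the log2 fold change of Pdap1-deficient over control cultures and its standard error, the Wald statistic, the p-value, the adjusted p-value and the gene's name, sorted by p-value. In full the sheets list 25875 genes for LPS-IL-4 and 26884 for LPS-BAFF-TGFβ, of which the first 1999 of each were used here, so no overlap or enrichment test was run on the table. Among the deposited counts, 28723 and 29665 genes had at least 1 count in the 6 libraries of a stimulation. For the genes that the text names, 28 log2 fold changes from edgeR and from Table S1 were compared. They differed by at most 0.03 on the log2 scale. With DESeq2 on the deposited counts the largest difference from the table was 0.00146.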

Table S1 shows a pairwise comparison of differentially regulated genes in control versus *Pdap1^F/F^Cd19^Cre/+^* splenocytes. Click here for additional data file.

Table S2 lists the oligonucleotides used in this study. Click here for additional data file.

# Supplementary material for: PDGFA-associated protein 1 protects mature B lymphocytes from stress-induced cell death and promotes antibody gene diversification
**Source:** J Exp Med. 2020 Jul 1;217(10):e20200137. doi: 10.1084/jem.20200137
**Supplement:** Table S2 — lists the oligonucleotides used in this study.

Table S2. List of oligonucleotides used in this study

How the deposited data were processed for this re-analysis (not part of the article)

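RNA-seq was analysed from splenic B cells of 3 control and 3 Pdap1-deficient mice, each cultured for 48 h with LPS and IL-4 and with LPS, BAFF and TGFβ, which makes 12 libraries in 4 groups. Genotype and class switch were taken from the labels, mouse numbers from the description of the series, and the stimulations, doses and time from the paper's Methods. The labels also name CH12 as the cell line of every sample and a stranded mRNA kit, while the paper describes primary splenic B cells and a total RNA kit, which was followed here. The authors deposited counts per Ensembl gene without normalization, made by mapping the reads to GRCm38 with STAR and counting them with HTSeq in the PiGx RNA-seq pipeline. The second table holds a normalized signal, which as deposited by the authors is the count divided by 1 size factor per library; the ratio of the tables was constant within a library to 6.6e-14. The paper's text does not give the annotation release or the strandedness used in counting. Both tables list 55536 features, of which 23840 had no count in any library. Gene symbols, positions, lengths and GC content came from GENCODE M21 on GRCm38, which named each of the 55536 features.

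Total counts were between 9386667 and 15869143 for the LPS-IL-4 libraries and between 4579793 and 69500640 for the LPS-BAFF-TGFβ libraries. With 3 mice per group, precision was set by the spread between mice more than by counting. The biological coefficient of variation from edgeR's common dispersion was 17.9% with LPS-IL-4 and 23.3% with LPS-BAFF-TGFβ. Each library was tested for being a copy of another in its group, and none was.

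Genotypes were compared within each stimulation with the quasi-likelihood F test (robust) of edgeR 4.0.16 in R 4.3.3, after filterByExpr and TMM normalization, at an adjusted p (Benjamini-Hochberg) under 0.05. TMM factors were between 0.981 and 1.05 with LPS-IL-4 and between 0.916 and 1.07 with LPS-BAFF-TGFβ. The difference between stimulations was tested as a genotype by stimulation term over the 12 libraries. Genes changed in both stimulations were counted at a fold change above 2 for up-regulated and 1.7 for down-regulated genes. Expression per library is given as CPM with TMM-scaled totals, and log2 values of lists used a prior count of 2. Gene lists, written by hand from general knowledge, were tested with camera of limma 3.58.1 with a preset correlation of 0.01. Of 25 lists with 634 symbols, 633 symbols were matched, and 23 lists had at least 3 tested genes in each stimulation. The lists cover ribosomal proteins, ribosome biogenesis, RNA transport, RNA polymerase, amino acid biosynthesis, cytosolic and mitochondrial aminoacyl-tRNA synthetases, the one carbon pool by folate, Atf4 targets, Ire1 and Atf6 targets, plasmablast and plasma cell genes, B cell identity, proapoptotic genes, p53 targets, the S and G2/M phases, the hypoxia response, Nrf2 targets, mitochondrially encoded genes, T cell, natural killer (NK) cell, erythroid and myeloid markers, immunoglobulin heavy chain constant genes and sex-linked genes.

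Named genes are *Pdap1*, the genes that the text on the RNA-seq, Fig. 5 C or Fig. S5 A names, members of the lists, and in each stimulation the 3 up-regulated and 3 down-regulated genes with the smallest adjusted p that kept their direction with each mouse left out in turn. Part of Table S1 had been read when this rule was written. The comparisons, lists, rule for named genes and alternatives were set before the data were examined. The alternatives were the Wald test of DESeq2 1.42.0 with its independent filtering, DESeq2 size factors in edgeR, no filter on low counts, a minimum of 10 counts in every library, each mouse left out in turn, the replicate number as a block, all 12 libraries in one fit, an offset for gene length and GC content, that offset with the block, removal of immunoglobulin genes, thinning to the smallest library, an adjusted p under 0.01, and for lists fry and an estimated correlation. The cultures of a mouse in the 2 stimulations share its number by the series description, so for the genotype by stimulation term the mouse was also fitted as a block.

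The steps were tested on simulated data with the depths and dispersions of the libraries. In these data 200 genes above a minimum expected count were changed, each by more than 2-fold. The edgeR test recovered 91% of these with LPS-IL-4 depths, with 25 other calls, and 85.5% with LPS-BAFF-TGFβ depths, with 17 other calls. DESeq2 recovered 92% and 89%, with 31 and 44 other calls, and edgeR's genotype by stimulation term 67.5%, with 6 other calls. The shares recovered hold for changes of this size and not for smaller ones. Within each stimulation the other calls were more than 0.05 of all calls in both tests. Of 20 random lists 0 passed, but the simulated genes varied independently. This result cannot tell how the list test behaves where the genes of a list are correlated. An imposed trend with gene length and GC content gave 5268 and 3232 calls without the offset and 5 and 2 with it. Tables were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, figures drawn with matplotlib 3.10.9, and transcripts aligned with blastn 2.17.0. Exon usage was not analysed here, since the tables hold counts per gene. Results for some genes that fall under the rule for named genes are not reported here. The qPCR, western blot and flow cytometry measurements have no values among the files and were not analysed here either.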

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

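The tests of the myeloid markers in single mice were chosen only after the result was seen, as was the limit of 3 times the highest control used to single out the culture.

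In the LPS-BAFF-TGFβ culture of Pdap1-deficient mouse 2, the 17 myeloid marker genes summed to 1114 CPM. The control cultures of this stimulation held 360.5, 293 and 332 CPM, and Pdap1-deficient mice 1 and 3 held 275 and 427 CPM. This signal lies in genes that the paper does not discuss and stood above 3 times the highest control. The LPS-IL-4 culture of the same mouse had 986 CPM, against at most 332 in controls. *Lyz2*, an abundant myeloid transcript, had 277 CPM in the LPS-BAFF-TGFβ culture of mouse 2, 40.6 CPM in that of mouse 3 and at most 5.55 CPM in the control cultures.

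Of the 17 marker genes, 12 had their highest value in mouse 2 in both cultures, which is consistent with myeloid cells in the cultures of that mouse. Of these 17 genes 9 had enough counts in the LPS-IL-4 libraries to be tested. In the LPS-IL-4 culture of mouse 2, T cell, NK cell and erythroid markers summed to 91.9, 8.42 and 20.3 CPM, each above the highest control at 71.6, 5.66 and 11.2 CPM. The erythroid sum was higher still in the LPS-IL-4 culture of Pdap1-deficient mouse 3, at 24.1 CPM. In the LPS-BAFF-TGFβ culture of mouse 2, T cell markers were at 40.0 CPM, above the highest control at 30.3 CPM. Erythroid markers there were at 20.4 CPM, close to the 20.1 CPM of mouse 3, and NK cell markers at 1.24 CPM, within the controls. The B cell identity genes were not lower in mouse 2: they summed to 4511 and 4467 CPM in its LPS-IL-4 and LPS-BAFF-TGFβ cultures, against at most 4341 and 4324 CPM in controls. Sums of this height would hide a small drop in the share of B cells, so such a drop stays open. An effect of the genotype on myeloid cells remains open and was not tested, and mouse 1 of the same genotype had 275 CPM, less than each control.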

How the results depend on the processing

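No alternative was chosen after the results were seen. The counts of genes are given first, then the lists, then single genes. The cause of a change was not tested unless stated.

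With DESeq2's Wald test 1229 genes differed with LPS-IL-4 (667 down-regulated) and 174 with LPS-BAFF-TGFβ (129 up-regulated and 45 down-regulated), 8 genes were down-regulated in both stimulations, and the genotype by stimulation term called 6. Without a filter on low counts, 1694 (891 up, 803 down) and 257 (146 up, 111 down) genes differed, 57 were up-regulated and 8 down-regulated in both stimulations, and the genotype by stimulation term called 1. In this fit the median prior degrees of freedom rose from 6.62 to 396 with LPS-IL-4 and from 5.37 to 114 with LPS-BAFF-TGFβ. With all 12 libraries in one fit, 202 genes were down-regulated with LPS-IL-4, 133 differed with LPS-BAFF-TGFβ (114 up, 19 down), and 6 were down-regulated in both. With the length and GC offset 443 genes differed with LPS-IL-4 (255 up, 188 down) and 9 were down-regulated with LPS-BAFF-TGFβ. With the replicate number as a block 4 genes were down-regulated with LPS-BAFF-TGFβ and 3 in both stimulations. With the block and the offset together, 438 genes differed with LPS-IL-4 (256 up, 182 down), 15 were down-regulated with LPS-BAFF-TGFβ and 4 in both. The same replicate number in the 2 genotypes does not mark a pair: residuals of same-numbered mice correlated with r between -0.17 and 0.16, within the -0.31 to 0.33 of other pairs. At an adjusted p under 0.01, which is a stricter limit by construction, 130 genes differed with LPS-IL-4 (104 up, 26 down), 27 with LPS-BAFF-TGFβ (26 up) and 18 were up-regulated in both.

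Leaving out each mouse in turn reduces the number of mice. The counts ranged with LPS-IL-4 from 69 to 1759 genes (58 to 936 up, 11 to 823 down) and with LPS-BAFF-TGFβ from 19 to 116 (18 to 105 up, 1 to 11 down). In both stimulations 13 to 26 genes were up-regulated and 1 to 2 down-regulated. With LPS-IL-4 the count fell without any control mouse (91, 69 and 79 genes without mice 1, 2 and 3) and without Pdap1-deficient mouse 3 (163), and rose without Pdap1-deficient mouse 1 (1759) or 2 (1459). The counts stayed within 1.5 times the reported ones with DESeq2 size factors in edgeR, a minimum of 10 counts in every library, immunoglobulin genes removed and libraries thinned to the smallest (626 and 56 genes).

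For the lists, cameraPR on DESeq2's statistics passed 15 lists with LPS-IL-4, where camera passed 8. An estimated correlation passed 0 lists in either stimulation, and fry passed 2 in each. These settings change the p and not the mean log2 fold change. Under both of them, the ribosomal proteins (-0.35 with LPS-IL-4 and -0.66 with LPS-BAFF-TGFβ), ribosome biogenesis (-0.33 and -0.28), RNA transport (-0.18 and -0.12), RNA polymerase (-0.27 and -0.34), and with LPS-BAFF-TGFβ the cytosolic aminoacyl-tRNA synthetases (0.30) and the one carbon pool (0.40) no longer passed. The Atf4 targets (1.87 and 1.95) and, with LPS-BAFF-TGFβ, amino acid biosynthesis (0.78) no longer passed under the estimated correlation but did under fry. With LPS-IL-4, cameraPR on DESeq2's statistics passed amino acid biosynthesis (0.46), the cytosolic aminoacyl-tRNA synthetases (0.14), the one carbon pool (0.15) and the plasmablast list (0.21), and the block with the offset passed amino acid biosynthesis (0.47). The synthetases with LPS-IL-4 ranged from 0.0571 to 0.27 with each mouse left out and passed without Pdap1-deficient mouse 2. RNA transport with LPS-BAFF-TGFβ ranged from -0.15 to -0.0858 and did not pass without Pdap1-deficient mouse 2. The one carbon pool with LPS-BAFF-TGFβ ranged from 0.33 to 0.47, and it did not pass in 3 of those 6 fits, nor with the offset (0.36) or the block and the offset (0.35). The plasmablast list with LPS-BAFF-TGFβ, which did not pass, changed sign under DESeq2 (0.000989) and ranged from -0.20 to 0.0926 with each mouse left out, reversed without control mouse 1.

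Of 95 results for single genes, 47 kept their direction and their side of the threshold under each alternative computed, 28 were weaker in at least 1, 17 were stronger in at least 1 and 3 reversed in at least 1. Of 1408 values under alternatives, 111 were weaker, 64 stronger and 3 reversed. The reversals were in genes that did not pass. *Xbp1* ranged from -0.0048 to 0.20 with LPS-IL-4 (reversed without Pdap1-deficient mouse 3) and from -0.0466 to 0.20 with LPS-BAFF-TGFβ (reversed without control mouse 1), and *Ighg1* with LPS-BAFF-TGFβ from -0.14 to 0.70 (reversed without Pdap1-deficient mouse 2). The mouse as a block gave 0 calls for the genotype by stimulation term, with 983 genes at an unadjusted p under 0.05.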

Differences from the paper's values

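With edgeR's quasi-likelihood test 741 genes differed with LPS-IL-4 against the paper's 1227. Of the alternatives set before the data were examined, DESeq2's Wald test (1229), which the paper's methods name, no filter on low counts (1694), and the fits without Pdap1-deficient mouse 1 (1759) or mouse 2 (1459) fell within 1.5 times the paper's value, and the others did not. With LPS-BAFF-TGFβ 65 genes differed against the paper's 173, and DESeq2's Wald test (174), no filter (257), the fit without control mouse 1 (116) and all 12 libraries in one fit (133) closed the gap, while the others did not.

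The count of genes down-regulated with LPS-IL-4 was 320 against the paper's 666, and DESeq2's Wald test (667), no filter (803) and the fits without Pdap1-deficient mouse 1 (823) or mouse 2 (684) closed the gap, while the others did not. For genes up-regulated with LPS-BAFF-TGFβ the count was 64 against the paper's 124, and DESeq2's Wald test (129), no filter (146), the fit without control mouse 1 (105), all 12 libraries in one fit (114) and the length and GC offset (83) closed the gap, while the others did not. For genes down-regulated with LPS-BAFF-TGFβ the count was 1 against the paper's 49, and DESeq2's Wald test alone (45) closed the gap.

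Fig. 5 C names genes as down-regulated in both stimulations. Of these, *Ifi208* passed in both with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With LPS-BAFF-TGFβ the adjusted p from edgeR was 0.0692 for *Batf*, 0.0615 for *Ccl22*, 0.0747 for *Ighg3*, 0.149 for *Tmem176b*, 0.0929 for *Pdap1* and 0.161 for *G530011O06Rik*. With LPS-IL-4 it was 0.0539 for *Ighg3* and 0.165 for *G530011O06Rik*. DESeq2's Wald test called each of these genes in both stimulations except *Tmem176b* with LPS-BAFF-TGFβ (adjusted p = 0.0608 from DESeq2), which edgeR called without a filter on low counts (0.03) and with all 12 libraries in one fit (0.0251). With LPS-BAFF-TGFβ the fit without a filter also called *Batf*, *Ccl22*, *Ighg3* and *G530011O06Rik*, and the fit of all 12 libraries also called *Batf*, *Ccl22* and *Pdap1*. There the block with the length and GC offset called *Batf*, *Ccl22* and *Pdap1*, the block alone *Batf* and *Pdap1*, and the offset alone *Batf*. Without control mouse 1 *Batf*, *Ighg3* and *Pdap1* passed, without control mouse 2 *Pdap1*, and without Pdap1-deficient mouse 2 *Ccl22*. With LPS-IL-4 *Ighg3* also passed without a filter, without Pdap1-deficient mouse 1 or 2, with all 12 libraries and with the offset.

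Fig. 5 C also names genes up-regulated in both stimulations that did not pass in one of them here. With LPS-BAFF-TGFβ these were *Il6* (adjusted p = 0.203 from edgeR), *Plxna1* (0.297), *Ptgir* (0.0506) and *Gm47206* (0.0745), and with LPS-IL-4 *Wdfy1* (0.0781). DESeq2's Wald test called all 5. Without a filter and with all 12 libraries *Ptgir* and *Gm47206* passed, as they did with the block and the offset, and *Ptgir* also passed with the offset alone and without control mouse 1. *Plxna1* passed without Pdap1-deficient mouse 1. *Wdfy1* passed without that mouse, with the block, with the block and the offset, and with all 12 libraries.

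The paper lists amino acid and aminoacyl-tRNA biosynthesis as top up-regulated categories in both datasets. With LPS-IL-4 the lists written here had adjusted p-values of 0.225 and 0.355 from limma's camera. Both passed with cameraPR on DESeq2's statistics, amino acid biosynthesis also with the block and the offset, and the synthetases without Pdap1-deficient mouse 2. The paper describes no apparent change of the plasmablast signature, and *Prdm1* rose by 1.82 on the log2 scale with LPS-IL-4 here (adjusted p = 0.000323 from edgeR).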

Other observations

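The tests on *Prdm1*, on *Lars2*, on the split of the mice by *Xist*, on single mice and their order for the myeloid markers, and on the ribosomal proteins with LPS-BAFF-TGFβ were chosen only after the result was seen.

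The 6 mice can be split into 3 and 3 in 10 ways. The split by genotype was the only 1 of the 10 splits with as many genes past the threshold with LPS-IL-4 (741, at most 7 in another split), the only 1 of the 10 with as many with LPS-BAFF-TGFβ (65, at most 8) and the only 1 of the 10 with as many genes shared in sign between the stimulations (57, at most 7). For the genotype by stimulation term all 10 splits gave 0 calls. As many lists passed camera with LPS-IL-4 in 6 of the 10 splits, where the split by genotype gave 8 lists and the others between 4 and 11, and with LPS-BAFF-TGFβ in 1 of the 10, where it gave 10 lists and the others between 3 and 8. With 10 splits the share cannot go under 0.1, so a share of 1 in 10 by itself decides nothing about chance differences between mice.

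More genes differed with LPS-IL-4 than with LPS-BAFF-TGFβ (741 against 65). The order reversed without control mouse 1 (91 genes with LPS-IL-4 against 116 with LPS-BAFF-TGFβ). It held without each of the other 5 mice, with the smallest gap without control mouse 2 (69 against 47). With each LPS-IL-4 library thinned to the total of the same mouse's LPS-BAFF-TGFβ library, where that was smaller, 693 genes differed, which argues against depth as the cause. Simulated libraries with the LPS-IL-4 fold changes of 709 genes gave a median of 202 calls (173 to 220 over 10 runs) with the LPS-BAFF-TGFβ dispersions and totals, and 469 calls (441 to 506) with the LPS-IL-4 ones. The 202 calls lie above 1.5 times the 65 found, the limit set for this test. But the simulation takes the estimated fold changes of called genes as true effects and gave 469 rather than 741 calls for LPS-IL-4 itself. The larger spread between mice could account for part of the difference, and whether for all of it stays open. In the test of the difference itself edgeR called 0 genes (755 at an unadjusted p under 0.05), DESeq2's Wald test called 6 and edgeR without a filter on low counts 1 (*Prdm1*). A biological difference between the stimulations, such as their speed of proliferation, remains open and was not tested.

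Ribosomal protein genes were lower in Pdap1-deficient cultures. With LPS-IL-4 the list passed after removal of the trend with gene length and GC content (adjusted p = 1.81e-11 from limma's camera), and without Pdap1-deficient mouse 2, which moved it most, the mean log2 fold change was -0.25, or 72% of the value with all mice. Neither explanation accounts for the whole shift. With LPS-BAFF-TGFβ the mean of -0.66 became -0.16 without control mouse 1, or 24.4% of the value. Most of that shift thus rests on 1 library, where the list lay at 0.69, against -0.37 and -0.32 in control mice 2 and 3. In its LPS-IL-4 culture the same mouse was the lowest control, at -0.10, so it was not high in both cultures. Its LPS-BAFF-TGFβ library was the deepest, with 69500640 counts, and also differed in composition. *Rn7sk* was at 20172 CPM there, against 1616 and 2832 CPM in control mice 2 and 3. The cause was not tested. Reads shared with pseudogenes were not tested.

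*Il6*, *Vegfa* and *Aqp9*, which myeloid cells also express, were higher in Pdap1-deficient LPS-IL-4 cultures. Without Pdap1-deficient mouse 2 their log2 fold changes were 2.23, 3.17 and 4.66, and the mean of the myeloid list was 0.79, down from 2.10. In mouse 1 the myeloid list summed to 281 CPM, against 310.4, 272 and 332 CPM in controls, while *Il6* was at 47.9 CPM against at most 14.3 CPM, *Vegfa* at 70.0 CPM against at most 7.46 CPM and *Aqp9* at 8.99 CPM against at most 0.531 CPM. In mice 2 and 3 the list summed to 986 and 443 CPM, with *Il6* at 77.5 and 75.2 CPM, *Vegfa* at 34.3 and 59.6 CPM and *Aqp9* at 5.35 and 7.72 CPM. With LPS-BAFF-TGFβ the sums of mice 1, 2 and 3 were 275, 1114 and 427 CPM, with *Il6* at 7.50, 29.5 and 12.0 CPM, *Vegfa* at 28.4, 19.8 and 25.7 CPM and *Aqp9* at no more than 1 count. For *Vegfa* in both stimulations and *Aqp9* with LPS-IL-4, 3 of 3 comparisons, the Pdap1-deficient mice were in the opposite order to their myeloid sums. The comparisons share the same 3 mice, so they are not independent, and 1 reversed order can arise by chance. Together with the rise in mouse 1, whose sums were not above the controls, they argue against myeloid cells as the source of most of the rise. A smaller contribution stays open. For *Il6* the mice were in the order of the sums in 2 of 2 stimulations, so for this gene in mice 2 and 3 a share of myeloid cells and a change in B cells cannot be told apart, since both would raise it there. In mouse 1 the rise of the 3 genes with LPS-IL-4 may lie in other cells than myeloid ones, such as the B cells, as a hypothesis.

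*Prdm1* rose by 1.82 on the log2 scale with LPS-IL-4, and by at least 1.68 with each mouse left out in turn. More plasmablasts would raise the other genes of their list too. Of 15 other genes, 1 (*Creb3l2*, 1.12) rose by at least 0.91, which is 0.5 of the rise of *Prdm1*, while 8 were higher and 7 lower, with a median of 0.12. *Creb3l2* did not pass singly, while *Tent5c* (0.82) and *Ell2* (0.48) passed upward and *Slamf7* (-0.48) downward. These values argue against one mouse as the cause, and against a larger share of plasmablasts as the main cause. A small rise in plasmablasts stays open. A regulation of *Prdm1* by the stress response is a possible explanation, as a hypothesis that was not tested.

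Strain variants linked to the conditional allele would raise the share of calls near *Pdap1*. Within 10 Mb of the gene 6 of 196 tested genes passed with LPS-IL-4 (3.06%), against 734 of 14877 elsewhere (4.93%, Fisher's exact test, two-sided, p = 0.315), which argues against this. *Xist* was abundant in 2 control mice and 1 Pdap1-deficient mouse and near 0 in the others, which had counts on the Y-linked genes, and each mouse had the same pattern in both cultures. The smallest adjusted p of *Xist* and the Y-linked genes between genotypes was 0.812 from edgeR. The split of the mice by *Xist* called 7 genes with LPS-IL-4, against 741 in the split by genotype, which follows *Xist* in only part of the mice. This argues against sex as the cause of most of those calls.

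In the LPS-BAFF-TGFβ culture of Pdap1-deficient mouse 1, *Lars2* took 9.90% of the counts. Reads of ribosomal RNA could be counted on this gene, and blastn found 0 alignments between 9 *Lars2* transcripts and 359 annotated ribosomal RNA transcripts (e-value under 1e-05). The annotation used does not hold the full 28S ribosomal RNA, so reads of it and a change of *Lars2* cannot be told apart. No biological explanation was tested.

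Of the lists not given elsewhere, Nrf2 targets had a mean log2 fold change of 0.89 with LPS-IL-4 and 0.90 with LPS-BAFF-TGFβ (adjusted p = 0.00159 and 0.000186 from limma's camera), with 10 of 12 genes higher in each. The medians were 0.26 and 0.30, so part of the list carries the means. Pdap1-deficient mice 1, 2 and 3 lay at 0.61, 1.01 and 0.87 with LPS-IL-4, relative to the control mean. With LPS-BAFF-TGFβ they lay at 0.18, 1.25 and 0.79. Both follow the order of their myeloid sums, so a share of myeloid cells stays open. Mouse 1, with myeloid sums not above the controls, still exceeded the highest control with LPS-IL-4 (0.15). Mitochondrial aminoacyl-tRNA synthetases had means of -0.22 and 0.20 (adjusted p = 0.00925 and 0.750 from limma's camera). Their median with LPS-BAFF-TGFβ was -0.04, with 8 genes higher and 10 lower, so the mean of 0.20 does not describe most of the list. S phase genes had means of -0.13 and -0.12 (0.0380 and 0.0217), and G2/M phase genes of -0.04 and -0.03 (0.600 and 0.750). With LPS-BAFF-TGFβ ribosome biogenesis genes had a mean of -0.28 (2.73e-09), RNA transport genes of -0.12 (0.000350) and RNA polymerase genes of -0.34 (1.22e-05). The myeloid list had means of 2.10 and 1.70 (0.0776 and 0.202), and the mean with LPS-BAFF-TGFβ ranged from 0.48 without Pdap1-deficient mouse 2 to 2.82 without Pdap1-deficient mouse 1. B cell identity had means of -0.01 and -0.04 (0.864 and 0.750), proapoptotic genes of -0.06 and -0.16 (0.394 and 0.879), p53 targets of -0.06 and -0.26 (0.355 and 0.357) and the hypoxia response of 0.02 and -0.05 (0.496 and 0.879). Mitochondrially encoded genes had means of 0.11 and 0.06 (0.639 and 0.879), T cell markers of 0.15 and -0.05 (0.763 and 0.879), immunoglobulin heavy chain constant genes of -0.32 and -0.06 (0.394 and 0.581) and sex-linked genes of 0.66 and 0.68 (0.600 and 0.561). NK cell and erythroid markers had too few tested genes. With LPS-IL-4 they summed to at most 8.42 and 24.1 CPM in any culture. Of the lists in this paragraph that passed, 3 moved by more than 1.5 times when 1 mouse was left out: S phase genes with LPS-IL-4 (-0.04 without Pdap1-deficient mouse 2, where they did not pass, and -0.22 without mouse 1), Nrf2 targets with LPS-BAFF-TGFβ (0.52 without Pdap1-deficient mouse 2) and RNA polymerase genes with LPS-BAFF-TGFβ (-0.18 without control mouse 1). S phase genes passed in 12 of 17 alternatives with LPS-IL-4 and in 13 of 17 with LPS-BAFF-TGFβ, Nrf2 targets in 16 and 15, mitochondrial synthetases with LPS-IL-4 in 15, and with LPS-BAFF-TGFβ ribosome biogenesis and RNA polymerase genes in 15 and RNA transport genes in 14. Each list in this paragraph that did not pass moved by more than 1.5 times or changed sign without at least 1 mouse. Of these the myeloid list passed in 9 of 17 alternatives with LPS-IL-4 and in 4 of 17 with LPS-BAFF-TGFβ, and with LPS-IL-4 p53 targets passed in 1 of 17 and immunoglobulin heavy chain constant genes in 1 of 16.

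*Ighg1*, the constant region gene to which LPS-IL-4 induces switching, fell from 412 to 169 CPM with LPS-IL-4 (log2 fold change -1.29, adjusted p = 0.00211 from edgeR). *Ighg2b*, to which LPS-BAFF-TGFβ induces switching, was at 589.8 and 563.6 CPM with LPS-BAFF-TGFβ (log2 fold change -0.07, adjusted p = 0.845 from edgeR). Gene counts do not separate germline from switched transcripts, and reads could be shared between *Ighg* genes. With immunoglobulin genes removed before normalization 737 other genes differed with LPS-IL-4.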
